# Aryl Hydrocarbon Receptor-Dependent and -Independent Pathways Mediate Curcumin Anti-Aging Effects

**DOI:** 10.3390/antiox11040613

**Published:** 2022-03-23

**Authors:** Vanessa Brinkmann, Margherita Romeo, Lucie Larigot, Anne Hemmers, Lisa Tschage, Jennifer Kleinjohann, Alfonso Schiavi, Swantje Steinwachs, Charlotte Esser, Ralph Menzel, Sara Giani Tagliabue, Laura Bonati, Fiona Cox, Niloofar Ale-Agha, Philipp Jakobs, Joachim Altschmied, Judith Haendeler, Xavier Coumoul, Natascia Ventura

**Keywords:** aryl hydrocarbon receptor, curcumin, oxidative stress, *Caenorhabditis elegans*, mice, endothelial cells, in vivo, in vitro, in silico

## Abstract

The aryl hydrocarbon receptor (AhR) is a ligand-activated transcription factor whose activity can be modulated by polyphenols, such as curcumin. AhR and curcumin have evolutionarily conserved effects on aging. Here, we investigated whether and how the AhR mediates the anti-aging effects of curcumin across species. Using a combination of in vivo, in vitro, and in silico analyses, we demonstrated that curcumin has AhR-dependent or -independent effects in a context-specific manner. We found that in *Caenorhabditis elegans*, AhR mediates curcumin-induced lifespan extension, most likely through a ligand-independent inhibitory mechanism related to its antioxidant activity. Curcumin also showed AhR-independent anti-aging activities, such as protection against aggregation-prone proteins and oxidative stress in *C. elegans* and promotion of the migratory capacity of human primary endothelial cells. These AhR-independent effects are largely mediated by the Nrf2/SKN-1 pathway.

## 1. Introduction

The aryl hydrocarbon receptor (AhR) is a ubiquitous ligand-activated transcription factor identified as a determinant for the toxicological response to 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) in mammals [1]. AhR signaling pathways have been well described in mammalian cells. Briefly, unliganded AhR is localized in the cytoplasm and stabilized by diverse co-factors, such as 90-kDa heat shock protein (Hsp90), the AHR-interacting protein (AIP), and the chaperone p23. Binding to exogenous (e.g., TCDD) or endogenous (e.g., kynurenine) ligands promotes the translocation of this complex into the nucleus, where AhR dissociates from its co-factors and assembles in a heterodimer with the AHR nuclear translocator (ARNT). The resulting AHR/ARNT complex binds to the xenobiotic responsive elements (XREs) of a battery of responsive phase I and II detoxification genes, eventually leading to the ligands’ degradation [2]. Apart from its role in xenobiotic response, functions for the AhR in a variety of pathophysiological processes, ranging from immunity [3,4], inflammation [5,6], lipid and glucose metabolism [7,8] to cardiovascular, liver and other organs’ diseases [9,10,11,12], have been discovered in the last decades. Growing evidence also points to disparate and seemly contradictory roles of AhR in the aging process, which could nonetheless be reconciled, taking into account tissue-, dose- and species-specific effects [13]. A negative role for AhR in aging and age-associated features has been described across species [14,15]. Compared to the wild-type *Caenorhabditis elegans,* the AhR mutant strain, *ahr-1(ju145)*, has an extended life- and health spans; in mice, AhR deficiency improves vessel function and increases activity of the nitric oxide synthase and, therefore, the NO bioavailability; and, finally, a positive correlation was found between AhR expression and vessel stiffness in middle-aged and aged human subjects [14]. Furthermore, in an epidemiological study on a Chinese population, AhR expression was related to the incidence of coronary arterial disease [16].

Of note, many compounds impacting aging or age-related diseases [17,18,19] can modulate AhR activity [20,21,22]. While the activation of AhR by xenobiotics leads to different cancers in mammals [23,24], dietary and environmental factors were shown to have opposite AhR-dependent effects on *C. elegans’* health span [25]. Among the dietary AhR modulators, polyphenols such as curcumin have been largely studied for their pro-health effects. Curcumin is a yellow pigment from *Curcuma longa*, with numerous evolutionarily conserved beneficial properties, including antioxidant, anti-inflammatory and anti-aging activities [26]. Curcumin prevents protein aggregation and increases longevity in *C. elegans* and *Drosophila* via modulation of protein homeostasis [27,28,29]. Moreover, when administered to an Alzheimer’s disease transgenic mouse model, it significantly reduced the total amyloid–beta (Aβ) burden [30]. In old mice, curcumin restored the NO bioavailability, thus reducing oxidative stress and improving endothelial dysfunction and artery stiffness assessed by aortic pulse wave velocity (PWV)—one of the most important clinical measurements or markers of large elastic artery stiffness [31]. Several studies in humans also showed a protective effect of curcumin on cardiovascular health [32]. However, the mode of action of curcumin is still largely unclear, and, more importantly, whether its beneficial health effects are mediated by AhR has not been investigated [33,34].

Model organisms, such as the nematode *C. elegans*, have been instrumental in identifying the genetic and environmental determinants of aging. This is due to its many advantageous properties, including its easy laboratory handling, short lifespan, and the production of a large number of progenies by self-fertilization. *C. elegans’* genome is completely sequenced, and most of its genes and pathways are evolutionarily conserved. The protein sequence of AhR is conserved during the evolution and in *C. elegans,* the orthologs of AhR and ARNT are encoded by the AhR-related (*ahr-1*) and *ahr-1* associated (*aha-1*) genes, respectively [35]. The corresponding proteins, AHR-1 and AHA-1, share about 40% of their sequence identity with the mammalian ones and form a heterodimer (also with the mammalian counterparts), which can bind the XREs of the target genes in vitro [36]. AHR-1 is mostly expressed in neuronal cell types, such as GABAergic neurons [37], and it plays a key role in controlling neuronal development [38]. Unlike vertebrates’ AhR, AHR-1 does not bind TCDD and other related xenobiotics [35,39], yet it shares with mammalian AhR common features in the regulation of neuronal processes, development and fertility [37,38,40,41,42,43], ultimately suggesting that the ancestral AhR was not directly involved in controlling genes for the degradation of toxic ligands [44,45]. We thus recognized *C. elegans* as a unique and powerful model system to identify and study the ancestral functions of the AhR possibly unrelated to its xenobiotics response.

In this study, we investigated the role of AhR in curcumin’s anti-aging effects across species. Through a combination of in vivo, in vitro, and in silico analyses, we found that curcumin displays different beneficial anti-aging effects through uncoupled *ahr-1*-dependent and -independent mechanisms. We found that *C. elegans ahr-1*-depleted animals are long-lived but more sensitive to oxidative stress. While curcumin did not further extend the lifespan of the *C. elegans ahr-1* mutants, it promoted their resistance to oxidative stress. Curcumin also promoted the antioxidant response and migratory capacity of human primary endothelial cells (EC) independently of AhR, an effect that primarily relied on Nrf2/SKN-1 across species. SKN-1 is the *C. elegans* ortholog of the human Nrf2 (nuclear factor erythroid 2-related factor 2) redox transcription factor, which plays an evolutionarily conserved role in cell and organismal homeostasis and response to oxidative stress [46,47]. Coupling results from a cellular reporter assay and in silico modeling of the AHR-1 ligand-binding domain (LBD), we then showed that curcumin most likely suppressed AHR-1 activity in a ligand-binding-independent manner. Notably, and in line with the data in *C. elegans* and EC, curcumin and pro-oxidants displayed opposite effects on AHR-1 activity, implying that curcumin may modulate AHR-1 activity through its antioxidant capacity either directly or indirectly via the regulation of Nrf2/SKN-1 or other redox regulatory proteins.

## 2. Materials and Methods

### 2.1. C. elegans

#### 2.1.1. *C. elegans* Strains and Cultivation

We used the following *C. elegans* strains: N2 [wild-type], CZ2485 [*ahr-1(ju145)*], NV38b [*ahr-1(ju145); unc-54p::Q40::YFP*], NV38wt [*unc-54p::Q40::YFP*] (original strain AM141 [48]), NV42a [*unc-54p::alphasynuclein::YFP, ahr-1(ju145)*], NV42wt [*unc-54p::alphasynuclein::YFP*] (original strain NL5901 [49]), NV35a [*ahr-1*(*ju145*); *(pAF15)gst-4p::GFP::NLS*], NV35wt [*(pAF15)gst-4p::GFP::NLS*] (original strain CL2166). For maintenance, worms were kept synchronized by egg lay at 20 °C on Nematode Growth Media (NGM) plates and fed with *E. coli* OP50, according to methods described in [25]. For the experiments, worms were synchronized on plates supplemented with *E. coli* HT115(DE3) on plates supplemented with 1 mM IPTG (Fisher Scientific, Geel, Belgium).

#### 2.1.2. Gene Silencing by RNA-Mediated Interference (RNAi)

Gene silencing was achieved through feeding *E. coli* HT115(DE3) expressing plasmids with dsRNA against specific genes [50]. RNAi feeding was applied continuously from birth to death. For juglone resistance assay with HT115(skn-1) bacteria, RNAi feeding was applied from L4 worms for 24 h before transferring them to fresh juglone plates.

#### 2.1.3. *E. coli* Strains and Growth

Bacteria were grown in LB medium at 37 °C overnight. When using *E. coli* carrying vectors, the LB medium was supplemented with 0.01% of ampicillin and 0.0005% of tetracycline. *E. coli* HT115(L4440), HT115(*ugt-45*), HT115(*skn-1*), and OP50 were obtained from the Ahringer *C. elegans* RNAi library [51].

#### 2.1.4. Lifespan

The lifespan analysis was started from a synchronized population of worms, which was transferred to fresh NGM plates daily during the fertile period. After the fertile phase, the animals were transferred every alternate day. Dead, alive, and censored animals were scored during the transferring process. Animals were counted as dead when they showed neither movement, nor response to a manual stimulus with a platinum wire, nor pharyngeal pumping activity. Animals with internal hatching (bags), an exploded vulva, or which died desiccated on the wall were censored. The number of dead and censored animals was used for survival analysis in OASIS [52] or OASIS 2 [53]. For the calculation of the mean lifespan and the survival curve in OASIS and OASIS 2, the Kaplan–Meier estimator was used, and the *p*-values were calculated using the log-rank test between pooled populations of animals.

#### 2.1.5. Movement/Health Span

The movement was set as a parameter for healthy aging, and the phase of the active movement is referred to as health span. It was assessed in the populations used for the lifespan assay. Animals, which were either crawling spontaneously or after a manual stimulus, were considered as moving, while dead animals or animals without crawling behavior were considered as not moving. Statistical analysis was done as described for lifespan.

#### 2.1.6. Curcumin Treatment of *C. elegans*

Curcumin (Sigma Aldrich, Taufkirchen, Germany) was dissolved in DMSO (Carl Roth, Karlsruhe, Germany) in a concentration of 100 mM and supplied to the NGM after autoclaving. The final concentration of curcumin in the media was 100 µM (0.1% DMSO). Control plates contained 0.1% DMSO. Worms were treated continuously starting from eggs.

#### 2.1.7. Quantification of PolyQ Aggregates

PolyQ_40_ aggregates were visualized by fluorescence microscopy (100× magnification) in 10-day-old worms anesthetized with 15 mM sodium azide (Sigma Aldrich, Taufkirchen, Germany). To assess the number of aggregates, images were stitched using the Fiji pairwise stitching plugin [54] to create whole worms, and the number of the aggregates was quantified in Fiji [55] using the plugin “Analyze Particles”.

#### 2.1.8. Quantification of α-Synuclein Aggregates

α-synuclein aggregates in the head muscles of 7-day-old worms were visualized by fluorescence microscopy (400× magnification) in worms anesthetized with 15 mM sodium azide (Sigma Aldrich, Taufkirchen, Germany, S2002). Pictures were segmented using Ilastik (version 1.3.0) (Laboratory of Anna Kreshuk at the European Molecular Biology Laboratory, Heidelberg, Germany) (available on https://www.ilastik.org/, accessed on 10 April 2018) [56]. The segmented pictures were used to analyze the number of aggregates in Fiji [55] using the plugin “Analyze Particles”.

#### 2.1.9. Microarray and GO Term Analysis

Samples from five independent replicates with approximately 1000 3-day-old worms per condition were collected, and the RNA was extracted and loaded to an Affymetrix Chip. The microarray raw data in the format of CEL were analyzed using the software R (version 3.4.2) (R Foundation, Vienna, Austria) and Bioconductor (The Bioconductor Project, Bioconductor is open source and open development) [57]. Background correction, normalization, and expression calculation were performed with the oligo package [58] and the RMA method. For quality control of the array, the package arrayQualityMetrics_3.34.0 [59] was used. 

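The 20 arrays were compared by 3 measures of quality, computed here from the log2 RMA values and not taken from arrayQualityMetrics. For replicate 5 of curcumin-treated *ahr-1(ju145)*, the mean absolute difference to the other arrays was 0.239 and ranked 7 of 20. The interquartile range of its values relative to each probe set's median over the 19 other arrays was 0.254, the second widest. This array alone did not enter that median, which can widen its range. Its mean correlation with the other arrays of its group was 0.991 and ranked 14 of 20. Replicate 5 of DMSO-treated *ahr-1(ju145)* had the widest range, 0.278, and the largest mean absolute difference, 0.261. Replicate 3 of DMSO-treated wild-type had the lowest correlation with its group, 0.990.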

Because of the quality measures, sample ahr-1C5 was excluded from further analysis. The differentially expressed genes were identified using the limma package and a linear model and moderated t-statistic with FDR to test for multiple comparisons [60]. A *p*-value of 0.1 was applied. The differentially expressed genes were analyzed for Gene Ontology term enrichment using Cytoscape (version 3.6.0) (The Cytoscape Consortium, an independent not-for-profit organization) [61] with the plugin ClueGo (version 2.5.0) (Laboratory of Integrative Cancer Immunology, Paris, France) [62]. The microarray data can be accessed through the Gene Expression Omnibus accession no. GSE195769.

#### 2.1.10. ROS Quantification

MtROS were detected in live wt and *ahr-1* mutants worms using MitoSOX Red (ThermoFisher Scientific, Dreieich, Germany). Nematodes were synchronized by egg laying onto IPTG plates using HT115(L4440) bacteria as food. Then, 48 h later, 50 animals at the L4 stage were transferred onto freshly prepared 10 µM MitoSOX Red plates seeded with UV-killed HT115(L4440). The worms were incubated in the dark at 20 °C. Following 16 h incubation, they were moved onto new NGM plates spread with live HT115(L4440) for 1 h to remove residual dye from the intestines. For imaging, nematodes were mounted onto 2% agarose pad slides, anesthetized by adding 10 mM levamisole and fixed by ProLong™ Glass Antifade Mountant (ThermoFisher Scientific, Dreieich, Germany). Images were acquired immediately with a Zeiss Axio Imager M1 microscope (Carl Zeiss, Inc., Cologne, Germany) using a 40× objective and a DsRed Filter. Afterward, the worm head region was manually selected, and the integrated intensity was calculated using the imaging software Fiji [55].

#### 2.1.11. Tetramethylrhodamine Ethyl Ester (TMRE) Assay

To assess the mitochondrial membrane potential, nematodes were synchronized by egg laying on IPTG plates seeded with HT115(L4440) bacteria. On the day of the experiment, TMRE (Invitrogen, Eugene, OR, USA) was dissolved in DMSO to a concentration of 5 mM and then diluted to 30 µM with heat-inactivated HT115(L4440) (30 min, 65 °C). A total of 150 µL of this solution was added per plate and left to dry in the dark for approximately 30 min. Sixty adult synchronous worms at 1, 3, or 5 days of adulthood were picked onto the TMRE plates prepared and left to the stain to absorb for 2 h in the dark at 20 °C. After staining, worms were transferred onto IPTG plates seeded with heat-inactivated HT115(L4440) and incubated for 1 h in the dark at 20 °C, to remove residual dye from the intestines. For imaging, 10 nematodes were mounted onto 2% agarose pad slides, anesthetized by adding 10 mM levamisole, and fixed by ProLong™ Glass Antifade Mountant (ThermoFisher Scientific, Dreieich, Germany). For each experimental run, 5 slides were prepared per group. Images were acquired immediately with a Zeiss Axio Imager M1 microscope (Carl Zeiss, Cologne, Germany) using a 2.5× objective and a DsRed filter. The fluorescence intensity was calculated using Fiji [55].

#### 2.1.12. Pharyngeal Pumping Rate and Motility Assay

N2 and CZ2485 nematodes were synchronized by bleaching [63] and the eggs were left to hatch in egg buffer (118 mM NaCl, 48 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_, 25 mM Hepes, pH 7.3) overnight, on orbital shacking. L1 larvae were spotted onto NGM supplemented with 1 mM IPTG and containing 0.1% DMSO or 100 µM curcumin. HT115(L4440) bacteria were used as food. Young adult worms were collected with M9 buffer, centrifuged (300*g* × 3 min), and washed twice to remove bacteria. Worms were incubated with 0–1 mM H_2_O_2_ (Sigma-Aldrich, Taufkirchen, Germany) (100 worms/100 μL), for 2 h on orbital shaking. Control worms were incubated with M9 buffer only. After 2 h, worms were moved onto NGM supplemented with 1 mM IPTG and containing 0.1% DMSO or 100 µM curcumin and seeded with HT115(L4440) bacteria as food. The pharyngeal pumping rate, scored by counting the number of times the terminal bulb of the pharynx contracted over a 1 min interval (pumps/min), and the motility assay, scored by counting the number of body thrash (body bends/min) in M9 buffer over a 1 min interval, were scored from 2 up to 20 h later.

#### 2.1.13. Acute Juglone Sensitivity Assay

N2 and CZ2485 nematodes were synchronized by egg laying onto NGM plates with either DMSO or 100 µM of curcumin. Plates were supplemented with 1 mM IPTG and seeded with HT115(L4440) or HT115(*ugt-45*) bacteria as food. To evaluate the effect of *skn-1* RNAi, the worms were synchronized by egg laying onto DMSO or curcumin plates seeded with HT115(L4440) bacteria. As nematodes reached the L4 larval stage, they were transferred for 24 h onto DMSO or curcumin plates seeded with HT115(*skn-1*) bacteria. Day 1 adult worms (25 worms) were moved onto fresh NGM plates containing 200 µM Juglone (Merck, Darmstadt, Germany) and seeded with 25 µL of 10× concentrated bacteria overnight culture. Worm survival under juglone-induced oxidative stress was checked by touch-provoked movement hourly, for 6 h. Animals were scored as dead when they failed to respond to touch with a platinum wire pick. Nematodes desiccated on the wall were censored. The number of dead and censored animals was scored and the Online Application for Survival analysis OASIS 2 was employed for survival analysis [53].

#### 2.1.14. Quantification of the *gst-4*::GFP Intensity

NV35wt and NV35a were synchronized by egg laying onto NGM plates supplemented with 1 mM IPTG and containing 0.1% DMSO or 100 µM curcumin. HT115(L4440), HT115(*ugt-45*) and HT115(*skn-1*) bacteria were used as food. To visualize GFP fluorescence, day 1 adult worms were anesthetized with 10 mM levamisole hydrochloride solution and mounted on 2% agarose pads. Images were immediately acquired with a Zeiss Axio Imager M1 microscope (Carl Zeiss, Cologne, Germany), 2.5× magnification) and then analyzed using the software CellProfiler (The CellProfiler project team, Cimini Lab at the Broad Institute of MIT and Harvard, MA, USA). Briefly, images were processed using a pipeline to segment worms in each image from bright field microscopy and separate them from the background. Then, the integrated GFP intensity was measured per worm.

#### 2.1.15. Semi-Quantitative Real-Time PCR (qPCR) in *C. elegans*

Samples from 3 independent replicates with approximately 1000 3-day-old worms per condition were collected and RNA was extracted. After washing and elution, the RNA content was quantified by spectrophotometry, and 1–2 µg of RNA was used for the cDNA synthesis (Omniscript RT Kit (Qiagen, Hilden, Germany). Primer pairs are listed in Table S1. For the Real-time qPCR, the cDNA was diluted at 1:20 in 10 mM TRIS (pH 8.0). For the reaction, the qPCR Green Core kit (Jena Biosciences, Jena, Germany)) or the GoTaq^®^ qPCR kit (Promega, Walldorf, Germany) was used. The samples were run in a MyiQ2 cycler (BioRad, Feldkirchen, Germany), and the expression of each sample was measured in duplicate on the same multi-well plate. The expression was calculated relative to the reference genes *act-1* and *cdc-42* using the iQ5 software. All data collected were enabled for gene study according to the BioRad user instructions, and the expression was calculated using the normalized expression (ddC_T_). The efficiency of each primer pair reaction was added for the correct quantification of the normalized expression. The efficiency was assessed with 1:20, 1:100, 1:500, and 1:2500 dilutions of the cDNA. From normalized expression values, the fold-change compared to wild-type was calculated for each replicate.

### 2.2. Mammalian Cells

#### 2.2.1. Cultivation of Cos7 Cells

Cos7 cells (ATTC, #CRL-1651) were cultivated at 37 °C and 5% CO_2_ in Dulbecco’s Modified Eagle’s Medium (DMEM) (Gibco/ThermoScientific, Dreieich, Germany) with 1% pyruvate, 1% Glutamax and 10% Fetal Bovine Serum (FBS) (Gibco/ThermoScientific, Dreieich, Germany) and additional Penicillin (10.000 units/mL)/Streptomycin (10.000 µg/mL). As soon as the cells built a confluent cell lawn, they were detached from the base by using 0.05% Trypsin/EDTA (Thermo Scientific, Dreieich, Germany).

#### 2.2.2. Transfection Plasmids

We used the following plasmids for the transfection of the Cos7 cells: pcDNA3, pcDNA3-AhR-1-VP16, pcDNA3-AhA-1-VP16, pcDNA3-AhR-1(ju145)-VP16, p1A1-FL, phRL-TK. The plasmids are described by Larigot et al. (submitted along with this study). The p1A1-FL plasmid carries an XRE-inducible luciferase, phRL-TK carries a renilla luciferase, and the pcDNA3-AhR-1-VP16 and pcDNA3-AhA-1-VP16 carry sequences for the expression of the *C. elegans* AHR-1 and AHA-1, respectively. For this study, we created pcDNA3-AhR-1(LBD)-VP16 by site-directed mutagenesis of the pcDNA3-AhR-1-VP16 plasmid with the QuikChange II Site-Directed Mutagenesis Kit (Agilent, Santa Clara, CA, USA). The following primer pair was used to create an L to A substitution at L363, and an H to Q substitution at H365 of AHR-1: LBD-F 5′-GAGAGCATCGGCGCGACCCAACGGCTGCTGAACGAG-3′ and LBD-R 5′-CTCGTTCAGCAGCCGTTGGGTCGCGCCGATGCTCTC-3′. Super-competent XL1-Blue cells were transformed with the obtained plasmid for amplification. The plasmid sequence was verified by Sanger sequencing.

#### 2.2.3. Transient Transfection of Cos7 Cells

At 24 h before transfection, 20,000 cells/well were seeded in a 48-well plate in 400 µL DMEM (+10% FBS + antibiotics) and incubated at 37 °C. Cells were then transfected with the following plasmid concentrations using lipofectamine 2000 (Invitrogen, Eugene, OR, USA): p1A1-FL (244 ng/well), phRL-TK (36 ng/well), pcDNA3-AhA-1-VP16 (5 ng/well), and either pcDNA3-VP16 (10 ng/well), pcDNA3-AhR-1-VP16 (5 ng/well) or pcDNA3-AhR-1*(ju145)*-VP16 (5 ng/well) as described by Larigot et al. (submitted along with this study). Lipofectamine 2000 was used in a concentration of 1 µL/well and pre-incubated with the respective plasmids in DMEM for 20 min before use. For the transient transfection, Cos7 cells were incubated with the lipofectamine/plasmid mix for 3 h in DMEM (+10% FBS) without antibiotics to avoid antibiotic-induced toxicity. Then, the transfection medium was removed and replaced by 400 µL/well DMEM (+10% FBS + antibiotics). The transfected cells were incubated at 37 °C. On each plate, 2 wells of cells were not transfected and thus used for normalization purposes.

#### 2.2.4. Treatment of Cos7 Cells

Stock solutions at concentrations 1000-times higher than the desired treatment concentration were prepared for all of the compounds. Curcumin (Sigma Aldrich, Taufkirchen, Germany), Benzo(a)pyrene (Sigma Aldrich, Taufkirchen, Germany), leflunomide (Sigma Aldrich, Taufkirchen, Germany), and lutein (Sigma Aldrich, Taufkirchen, Germany), were dissolved in DMSO (Carl Roth, Karlsruhe, Germany), while resveratrol (Sigma Aldrich, Taufkirchen, Germany) and rotenone (Sigma Aldrich, Taufkirchen, Germany) were dissolved in ethanol (Carl Roth, Karlsruhe, Germany). At 24 h after transfection, the cell culture medium of the cells was replaced with a cell culture medium containing a 1:1000 dilution of the respective compound. The cells were treated for 24 h before assessing the luciferase activity.

#### 2.2.5. Luciferase Assay (AhR Activity)

The AhR transcriptional activity was assessed by measuring the activity of an XRE-driven luciferase [64]. For this, a Dual-Luciferase Reporter Assay System (Promega, Walldorf, Germany) was used. After a 24 h treatment, Cos7 cells were washed twice with PBS and then lysed for 15 min at RT using the passive lysis buffer included in the Dual-Luciferase Reporter Assay kit. A total of 20 µL of the lysed cells were placed in a white 96-well plate and used for luminescence measurements. The luciferin (LARII) and renilla (Stop&Glo) substrates were prepared according to the manufacturer’s description. The samples were loaded on a luminometer (EG&G Berthold microplate Luminometer LB 96V Microluminomat plus (Berthold Technologies, Bad Wildbad, Germany) and the substrates were attached to the tubing system of the luminometer. First, 65 µL of LARII was added to each well of the sample, and the luminescence produced by the firefly luciferase was measured, then 65 µL of Stop&Glo reagent was added and the luminescence produced by the Renilla luciferase was measured. To assess AhR activity from the luminescence measurements, we performed the following post-processing steps: First, the luminescence of non-transfected cells was subtracted from the luminescence of each sample for background correction. In the next step, we normalized the luciferase luminescence to the renilla luminescence of the same sample to eliminate differences in the transfection rate and cell number. Another normalization step to the pcDNA-VP16 transfected cells was performed for each treatment group to remove AhR-independent effects on the XRE-driven luciferase.

#### 2.2.6. Cultivation of Primary Human EC

Human primary EC (Lonza, Cologne, Germany) was cultured in complete endothelial basal medium (EBM) (Lonza, Cologne, Germany) supplemented with 1 μg/mL hydrocortisone, 12 μg/mL bovine brain extract, 50 μg/mL gentamicin, 10 ng/mL human epidermal growth factor, and 10% (*v*/*v*) fetal calf serum at 37 °C and 5% CO_2_ until the third passage. After detachment with 0.05% (*v*/*v*) Trypsin/EDTA (Thermo Scientific, Schwerte, Germany), cells were cultured in 6 cm culture dishes or 6 well culture plates for at least 18 h before transfection or treatment.

#### 2.2.7. Transient Transfection of EC

Cells were transfected as described previously [65]. In brief, EC were transfected by using SuperFect^®^ Transfection Reagent (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The overexpression or knockdown of AhR was achieved after 24 or 48 h, respectively. The transfection efficiency upon overexpression was approximately 40%.

#### 2.2.8. Scratch Wound Assay of EC

For investigation of the migratory capacity of EC, scratch wound assays were performed as described previously [66]. In detail, wounds were set into a cell monolayer with a cell scraper along a trace line. After the injury, non-attached cells were removed by gentle washing. The curcumin treatment was performed directly after the wound was set. Curcumin was dissolved in DMSO and used at the final concentration of 7.5 µM. EC migration was quantified by staining the cells with 5 µg/mL 4′, 6-diamidino-2-phenylindole (DAPI) (Carl Roth, Karlsruhe, Germany) in PBS for 5 min after the cells had been fixed with 4% (*v*/*v*) paraformaldehyde for 15 min at room temperature. Images were taken using a Zeiss AxioVision Observer D1 fluorescent microscope (Carl Zeiss, Oberkochen, Germany)) using a 200-x magnification. Cells migrated into the wound from the trace line were automatically counted using the particle analysis function of ImageJ 1.52a [67] after overlapping nuclei were separated.

#### 2.2.9. Immunostaining of EC

EC were fixed with 4% (*v*/*v*) paraformaldehyde for 15 min at room temperature. After permeabilization and blocking in 0.3% (*v*/*v*) Triton-X 100 and 3% (*v*/*v*) normal goat serum in PBS, cells were incubated with a rabbit antibody against AhR (1:100, Abcam, Cambridge, United Kingdom) or Nrf2 (clone D1Z9C, 1:100, Cell Signaling Technology, Frankfurt, Germany) diluted in 1% (*v*/*v*) normal goat serum in PBS overnight at 4 °C. Then, cells were washed with PBS and incubated with an Alexa 594-coupled goat anti-rabbit IgG (1:500, Invitrogen, Darmstadt, Germany) for 1 h at room temperature. For actin staining, cells were incubated with Alexa Fluor™ 488 Phalloidin (1:70, Invitrogen, Darmstadt, Germany) for 20 min at room temperature. Nuclei were counterstained with 0.5 μg/mL DAPI in PBS for 5 min at room temperature and cells were mounted with ProLong™ Diamond Antifade Mountant (Invitrogen, Darmstadt, Germany). Fluorescent images were taken using a Zeiss AxioVision Observer D1 fluorescent microscope, 400× or 200× magnification.

#### 2.2.10. qPCR in Cells

The total cellular RNA was isolated by combining lysis in TRIzol™ with downstream processing using the RNeasy Mini Kit (Qiagen (Hilden, Germany)) according to the manufacturer’s instructions. cDNA synthesis was performed using the QuantiTect^®^ Reverse Transcription Kit (Qiagen (Hilden, Germany)) with 1 µg RNA according to the manufacturer´s instructions. Relative transcript levels were determined by pPCR using the 2x SYBR^®^ Green qPCR Master Mix and a Rotor-Gene^®^ Q thermal cycler (Qiagen (Hilden, Germany)). The transcript for the ribosomal protein L32 (*rpl32*) was used as a reference, and the relative expression was calculated by the ΔC_t_-method [68]. The following intron-spanning primer pairs were used: *cyp1a1* (gene accession number NM_000499.5): 5′-TCGCTACCTACCCAACCCTT-3′, 5′-TGTGTCAAACCCAGCTCCAA-3′; *ahr* (gene accession number NM_001621.5): 5′-CGTGGGTCAGATGCAGTACA-3′, 5′ ACCAGGGTCAAAATTGGGCT 3′; *sod2* (gene accession number NM_000636.4): 5′-GCCCTGGAACCTCACATCAA-3′; 5′-AGCAACTCCCCTTTGGGTTC-3′; *rpl32* (gene accession number NM_000994.4): 5′-GTGAAGCCCAAGATCGTCAA-3′, 5′-TTGTTGCACATCAGCAGCAC-3′.

### 2.3. Mice

#### 2.3.1. Mouse Lines and Breeding

Female 8–12-week-old (“young”) and 18-month-old (“old”) AHR-deficient B6.129-AHR^tm1Bra/J^ (Schmidt et al., 1996; referred to here as AHR-KO) mice were bred as heterozygotes in the IUF´s animal facility. Wild-type littermates were used for control. Mice were bred and kept under specific pathogen-free conditions on a 12/12 h light–dark cycle and received standard chow (ssniff^®^M-Z, SSNIFF, Soest, Germany) ad libitum.

#### 2.3.2. qPCR in Mice

Total RNA was isolated from organ tissues of three WT and three AHR deficient mice with TriZol^®^. Then 400 ng of RNA was reverse transcribed using the reverse transcriptase M-MLV (Promega, Madison, WI, USA) and random hexamer primers. Gene expression levels were measured in duplicate for each mouse tissue on a Rotor-Gene Q (Qiagen, Hilden, Germany), in 15 µL final volume, containing 7.5 µL Rotor Gene SybrGreen™ (Biorad, Feldkirchen, Germany), 1 µM of each primer, 1.5 µL cDNA and RNase free water. Primer efficiencies were between 90% and 146%. See Table S2 for primer sequences and efficiencies. Expression levels were calibrated to the expression of RPS6 as a house-keeping gene in the same sample using the 2^−ΔΔCT^ method [69].

### 2.4. In Silico Analyses

#### Homology Modeling of the CeAhR LBD

The structural model of *C. elegans* AhR LBD (residues 267–372) was generated by homology modeling. The X-ray structures of the PASB domains of homologous bHLH-PAS family members sharing the highest sequence identity (about 20%) with the CeAhR PASB were used as templates: the circadian locomotor output cycles kaput (CLOCK, PDB: 4F3L), the neuronal PAS domain-containing protein 3 (NPAS3, PDB: 5SY7), the Hypoxia-inducible factors 2α (HIF2α, PDB: 3H82, 4ZP4, 3F1N) and 1α (HIF1α, PDB: 4H6J). The model was obtained with MODELLER [70,71,72]. The optimal model was selected from among the 100 generated, based on the best DOPE SCORE [73]. The quality of the models was evaluated using PROCHECK [74]. Secondary structures were attributed by DSSPcont [75]. The binding cavity within the modeled LBDs was characterized using the CASTp server [76]. Visualization of the models was accomplished using PYMOL [77].

### 2.5. Statistical Analysis

Unless otherwise stated, statistical analyses were performed in GraphPad Prism (Version 6.01) (GraphPad Software, Inc. San Diego, CA, USA). For life/health span assays, statistical analysis was done using OASIS [53]. Statistical analysis of the microarray data was performed in R (R Foundation (Vienna, Austria)). Boxplots were created in GraphPad Prism (Version 6.01) (GraphPad Software, Inc. San Diego, CA, USA) and show the median (line), 25–75th percentile (box) and 10–90th percentile (whiskers).

## 3. Results

### 3.1. Curcumin Promotes Health Span in an AhR-Dependent and -Independent Manner

Loss of *ahr-1* promotes *C. elegans’* health- and lifespan in basal conditions [14] and it negatively impacts age-related traits in response to mammalian AhR modulators, such as benzo[a]pyrene (BaP), UVB light, and microbiota [25]. Dietary polyphenols, such as curcumin, form an important group of mammalian AhR modulators with pro-longevity effects in *C. elegans* [78,79] and we thus investigated the lifespan-extending effect of curcumin for its *ahr-1* dependency. Curcumin reproducibly and significantly extended the life- and health spans of *C. elegans* in an *ahr-1*-dependent manner (Figure 1A,B). Previously, we have shown that loss of *ahr-1* also extends the lifespan in Huntington’s disease and Parkinson’s disease models, with muscle-overexpression of aggregation-prone polyglutamine (polyQ40) and α-synuclein (α-syn), respectively, while at the same time increasing their content of protein aggregates [25]. Interestingly, curcumin treatment increased the number of polyQ40 and α-syn aggregates to the same extent as *ahr-1* loss of function (Figure 1C). Curcumin also promoted lifespan and locomotory ability in these disease models (Figure 1D,E), but the effects of *ahr-1* loss and curcumin supplementation were additive in the PolyQ background (Figure 1D), revealing AHR-1-independent protective functions of curcumin at least in this compromised background.

### 3.2. ugt-45 Mediates the Anti-Aging Effects of Curcumin and ahr-1 Depletion

In search of possible downstream *ahr-1*-dependent effectors of curcumin, we took targeted and unbiased approaches. We examined the expression of classical mammalian AhR target genes and focused on the *Cyp* genes since curcumin alters *Cyp1A1* and *Cyp1B1* expression in mammalian cells [80,81]. However, the quantification of 47 different *cyp*s in *C. elegans* by semi-quantitative real-time PCR (qPCR) revealed that only *cyp-13B1* was significantly up-regulated either by *ahr-1* depletion or by curcumin in an *ahr-1*-dependent manner (Figure S1A–B), while the three other *cyps* (i.e., *cyp-13A5*, *cyp-13A8* and *cyp-42A1*) were increased by curcumin only in the absence of *ahr-1* (Figure S1). These data, along with other works [25,82], suggest that *cyps* are likely not the major targets of *CeAhR*. This is also supported by our transcriptomic analysis in wild-type and *ahr-1* mutants. Indeed, consistent with the role of AHR-1 in neuronal determination [37,38,40,41], the gene expression changes between wild-type and *ahr-1* mutants showed enrichment in processes linked to neuronal development and differentiation and no major changes in classical detoxification genes (Figure 2A). qPCR analysis of some of the most up- and down-regulated genes between *ahr-1(ju145)* and wild-type (*atf-2, K04H4.2, egl-46, T20F5.4, ptr-4, dyf-7, clec-209, C01B4.6, C01B4.7, F56A4.3*) mostly confirmed their *ahr-1*-dependency in basal conditions (Figure 2B) but neither UVB [25] nor curcumin (Figure 2C) significantly affected the expression of these genes. 

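Gene expression was measured on Affymetrix arrays in wild-type and *ahr-1(ju145)* worms grown from eggs with 100 µM curcumin or with 0.1% DMSO, the vehicle, until day 3. Each of the 4 groups had 5 arrays from independent replicates. The authors made the values by RMA, which corrects the background, applies quantile normalization and gives a log2 value per probe set. Of the probe sets, 25546 carry a single gene symbol, 646 carry several and 3125 carry none. Genes are named only where the probe set has a single symbol, and the counts are of probe sets unless genes are stated. Replicate 5 of curcumin-treated *ahr-1(ju145)* was left out, as in the paper's methods, so that 19 arrays entered 1 limma fit of the group means. Values from the fit of all 20 arrays follow where a second value is given. P-values are two-sided and were adjusted by Benjamini-Hochberg within each comparison, with the threshold of 0.1 that the methods give. The interaction comparison tested whether the effect of curcumin differed between the strains. A set of 38 gene lists by function, tissue or stage was fixed before the data were examined, but after the paper had been read. Each list was tested in each comparison with camera, limma's competitive test, at its preset inter-gene correlation of 0.01. At an adjusted p under 0.1, 45 of these tests were called with 19 arrays and 42 with 20, and 0 of the 45 hold with a correlation estimated within each list. Fry, limma's test of a list's own genes, allows for their correlation but does not compare them with other genes. With loss of *ahr-1* it gave adjusted p = 0.0417 for neuron fate, axon guidance and endoplasmic reticulum unfolded protein response genes and 0.0351 for cadherin genes. With curcumin it gave 0.0351 in wild-type and 0.0417 in *ahr-1(ju145)* for SKN-1 targets, and 0.0666 for ABC transporters in wild-type. Its other adjusted p-values were above 0.1. On simulated data with the same groups, 94% of genes changed by 1 on the log2 scale were recovered in each pairwise comparison and 82% in the interaction. The simulated noise was independent between probe sets, and each comparison had 171 or more calls. The arrays gave 42 or fewer for curcumin and the interaction, which makes the adjustment stricter. These shares can thus be too high for the real data. The number of arrays limits the precision of each value.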

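The cytochrome P450 genes, whose products oxidize foreign compounds, did not differ as a group between DMSO-treated *ahr-1(ju145)* and wild-type worms. Of 74 measured *cyp* genes, 0 passed limma's test with 19 arrays, and 3 were higher and 4 lower at an unadjusted p under 0.05. With all 20 arrays 1 *cyp* gene was lower. Adjusted over the list alone, 0 were higher and 0 lower, and the list's median log2 fold change was 0.01 (camera, adjusted p = 0.857 with 19 arrays, 0.844 with 20). The 4 *cyp* genes of the qPCR analysis had log2 fold changes of −0.17 for *cyp-13B1* (standard error 0.11), −0.47 for *cyp-13A5* (standard error 0.21), 0.01 for *cyp-13A8* (standard error 0.21) and −0.41 for *cyp-42A1* (standard error 0.14). Their adjusted p-values were 0.626, 0.399, 0.996 and 0.191 in that order, and 0.665, 0.389, 0.997 and 0.208 with 20 arrays. For *cyp-42A1*, they ranged from 0.0853 to 0.406 over the alternative settings. By the paper's qPCR *cyp-13B1* was higher with loss of *ahr-1*, whereas the arrays gave a lower value that did not pass. For *cyp-13A5*, *cyp-13A8* and *cyp-42A1* the paper reports a rise with curcumin only where *ahr-1* was absent, which is another comparison.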

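Genes of neuron fate and axon guidance were lower in DMSO-treated *ahr-1(ju145)* than in DMSO-treated wild-type worms. Of 44 transcription factor genes of neuron fate, 10 were lower and 0 higher (29 lower and 1 higher adjusted over the list alone), with a median log2 fold change of −0.34. Camera gave an adjusted p of 1.49e-18 for this list with 19 arrays and 1.7e-18 with 20, and adjusted p = 0.246 with an estimated correlation. Among them *unc-86*, a homeobox gene of touch receptor and other neurons, was at −0.84 (standard error 0.17, n = 5 per group, limma adjusted p = 0.0326, then 0.0273). Of 48 axon guidance genes, 11 were lower and 0 higher (25 and 0 adjusted over the list alone), with a median of −0.21 (camera, adjusted p = 4.37e-23, then 3.76e-23, and adjusted p = 0.246 with an estimated correlation). The guidance ligand gene *unc-129* fell by 0.89 (standard error 0.14, limma adjusted p = 0.00536, then 0.00399) and the ephrin gene *efn-2* by 0.68 (standard error 0.11, adjusted p = 0.0114, then 0.0135). Of 12 cadherin genes of cell adhesion, 5 were lower and 0 higher (9 and 0 adjusted over the list alone), with a median of −0.37 (camera, adjusted p = 3.69e-10, then 1.44e-10, and adjusted p = 0.213 with an estimated correlation). *fmi-1*, the Flamingo cadherin of axon navigation, fell by 1.29 (standard error 0.24, limma adjusted p = 0.0181, then 0.0138). Of 18 histone genes, 4 were lower, all of linker histones, and 0 were higher (7 and 0 adjusted over the list alone), with a median of −0.24 (camera, adjusted p = 1.96e-05, then 2.51e-05, and adjusted p = 0.47 with an estimated correlation).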

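Other lists of neuron genes were not called in DMSO-treated *ahr-1(ju145)*. Camera gave adjusted p = 0.382 for 32 neurotransmitter and synaptic genes, 0.875 for 150 neuropeptide genes, 0.59 for 12 touch receptor neuron genes and 0.414 for 7 soluble guanylate cyclase genes, and the lowest of these with 20 arrays was 0.408. Limma called 1 neuropeptide gene lower and 0 genes of the other lists. At an unadjusted p under 0.05, 5 neuropeptide genes were higher and 7 lower, 1 synaptic and 1 guanylate cyclase gene were lower, and 0 touch receptor neuron genes differed.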

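Cuticle genes were lower in part. Of 75 genes of molting and the apical matrix, 12 were lower and 0 higher in DMSO-treated *ahr-1(ju145)* (16 and 2 adjusted over the list alone), with a median log2 fold change of −0.03 and a mean of −0.24. Camera called this list lower (adjusted p = 0.000608 with 19 arrays, 0.000636 with 20, and adjusted p = 0.403 with an estimated correlation). Of 170 cuticle collagen genes, 6 were lower and 0 higher (7 and 0 adjusted over the list alone), and camera did not call the list (adjusted p = 0.19 in both fits). The collagen gene *dpy-2*, which shapes the body, fell by 1.22 (standard error 0.21, limma adjusted p = 0.0133, then 0.0112). Detoxification enzymes, both conjugating and oxidoreducing, did not move together. Of 67 UDP-glucuronosyltransferase genes, *ugt-29* was higher and *ugt-57* lower (3 higher and 1 lower adjusted over the list alone; camera, adjusted p = 0.875, then 0.881). Among 48 glutathione S-transferase genes limma called 0, with 2 higher and 0 lower at an unadjusted p under 0.05 (0 adjusted over the list alone; camera, adjusted p = 0.265, then 0.278). Among 30 short-chain dehydrogenase genes it also called 0, with 4 higher and 4 lower at an unadjusted p under 0.05 (0 higher and 4 lower adjusted over the list alone; camera, adjusted p = 0.857, then 0.844). The 22 ABC transporter genes, of the export of foreign compounds, had a median of 0.11, with 18 above 0, while limma called 0, with 3 higher and 0 lower at an unadjusted p under 0.05 (0 adjusted over the list alone). Camera called this list higher (adjusted p = 0.068, then 0.0629, and adjusted p = 0.683 with an estimated correlation), but not without wild-type DMSO replicate 1 (0.125) or 5 (0.231) or *ahr-1(ju145)* DMSO replicate 1 (0.134) or 3 (0.158). Embryo markers moved with the genes of neuron and cuticle development, at a median of −0.09 over 34 genes (camera, adjusted p = 0.000398, then 0.000477, and adjusted p = 0.683 with an estimated correlation). The neuron, histone and cuticle lists were fixed after Figure 2A had been read, and some hold genes that the study picked on these samples, so their direction is not independent evidence.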

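In all, 146 probe sets were higher and 384 lower in DMSO-treated *ahr-1(ju145)* (150 and 394 with 20 arrays), among them 111 higher and 333 lower genes with a symbol of their own. Replicate numbers paired the arrays of these groups (correlations of 0.114 to 0.431), and with the number as a block 292 probe sets were higher and 639 lower. The total of 530 fell to 141 without wild-type DMSO replicate 1, to 227 without wild-type DMSO replicate 5, and to 343, 291 and 201 without *ahr-1(ju145)* DMSO replicate 1, 2 or 3. With the mean of the embryo markers as a covariate, chosen after the data had been seen, 111 probe sets were higher and 178 lower.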

We wondered whether the expression changes in these genes are evolutionarily conserved and assessed their expression in different tissues (i.e., brain, liver, gut, and blood) of 8- and 18-month-old wild-type and AhR KO mice. Some genes showed a tendency for an increased expression in young (*atf-2* homolog) or old (*lpr-4/5* homologs) mice in a tissue-specific manner, but neither an obvious pattern nor conserved changes were observed (Figure S2). These results reflect possible species-specific differences or tissue-dependent AhR transcriptional activity in mammals overlooked by whole-animal transcriptomic analysis in *C. elegans*.

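The transcript of *ahr-1* itself had a log2 fold change of −0.34 in DMSO-treated *ahr-1(ju145)* against wild-type worms (standard error 0.14, n = 5 per group, limma adjusted p = 0.35, and 0.331 with 20 arrays), and 3 of the 5 mutant DMSO arrays lay below all wild-type DMSO arrays. The gene *F56A4.3* rose by 1.62 (standard error 0.20, adjusted p = 0.000403, then 0.00141) and *B0511.11* by 1.39 (standard error 0.26, adjusted p = 0.0192, then 0.0143). *nhj-1*, a factor of DNA end joining, rose by 0.95 (standard error 0.13, adjusted p = 0.00153, then 0.00103). The largest fall among these genes was that of *R02F11.1*, at −2.27 (standard error 0.43, adjusted p = 0.0209, then 0.0173). The lipocalin-related genes *lpr-4* and *lpr-5* fell by 1.88 (standard error 0.31, adjusted p = 0.0114, then 0.00778) and 1.66 (standard error 0.32, adjusted p = 0.0222, then 0.0165). Both *atf-2*, a bZIP transcription factor gene, and *hbl-1*, a Hunchback-like gene of developmental timing, were at −1.80 (standard errors 0.35 and 0.34, adjusted p = 0.023 and 0.0194, then 0.0214 and 0.0201). The patched-related gene *ptr-4* fell by 1.60 (standard error 0.29, adjusted p = 0.0183, then 0.0138). For each of these genes but *ahr-1* the call held in every alternative setting that tested it.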

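*egl-46*, a zinc finger gene of neuron differentiation, was at −1.65 in DMSO-treated *ahr-1(ju145)* (standard error 0.36, n = 5 per group, limma adjusted p = 0.037, and 0.0449 with 20 arrays), and *dyf-7*, a gene of dendrite anchoring, at −1.53 (standard error 0.32, adjusted p = 0.0348, then 0.0315). *T20F5.4* was at −1.66 (standard error 0.38, adjusted p = 0.0444, then 0.037). *chtb-1*, the gene the paper names K04H4.2, was at −1.68 (standard error 0.35, adjusted p = 0.0325, then 0.0242). Without wild-type DMSO replicate 1 the adjusted p was 0.123 for *egl-46*, 0.112 for *dyf-7*, 0.139 for *T20F5.4* and 0.105 for *chtb-1*, the highest value of each over the alternative settings (lowest values 0.00541, 0.00503, 0.00417 and 0.00245). The call of *egl-46* also ended without *ahr-1(ju145)* DMSO replicate 3 (0.107), and that of *T20F5.4* without wild-type DMSO replicate 5 (0.123) or *ahr-1(ju145)* DMSO replicate 2 (0.111) or 3 (0.101).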

A thorough examination of the most differentially expressed genes between *C. elegans* wild-type and *ahr-1(ju145)* revealed that the expression of many of these genes is affected in *C. elegans* during aging and by dietary mammalian AhR modulators (e.g., quercetin and resveratrol) [25], thus suggesting a role for AHR-1 in polyphenol-modulated gene expression. In line with this scenario, the microarray data showed that most of the genes differentially expressed upon curcumin treatment were indeed regulated in an *ahr-1*-dependent manner (Figure 2D; Table 1). 

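In wild-type worms, curcumin raised 39 probe sets and lowered 3 (39 and 4 with 20 arrays), of which 36 and 3 are genes with a symbol of their own. Some pairing by replicate number was present (mean correlations of 0.247 for equal and −0.0616 for other numbers). With the number as a block, 168 probe sets were higher and 51 lower. *mul-1*, a mucin-like gene, rose by 1.34 in wild-type (standard error 0.24, n = 5 per group, limma adjusted p = 0.0377, then 0.0292) and was at 0.94 in *ahr-1(ju145)* (standard error 0.26, adjusted p = 0.346, then 0.307). The lysozyme gene *lys-7*, of the defence against bacteria, was at −1.55 in both strains (standard errors 0.32 and 0.34, adjusted p = 0.0885 and 0.169, then 0.0602 and 0.113). Of the 42 probe sets, 41 had the same direction in *ahr-1(ju145)*, and 39 did so at an unadjusted p under 0.05. Their median size of change was 0.811 in wild-type and 0.659 in *ahr-1(ju145)*, but they were picked for passing in wild-type, which enlarges their change there. When 42 probe sets were picked on part of the wild-type arrays, their mean change was 0.516 in the held-out wild-type arrays and 0.605 in *ahr-1(ju145)* (ratio 1.17, SD 0.474 over 100 splits). These splits overlap, so the SD is not an error of the ratio. Embryo markers varied among wild-type arrays of a group (deviations of −0.166 in DMSO replicate 4 and 0.249 in curcumin replicate 5). This can move the held-out values, so the ratio may not correct fully for the picking. Of the 31 that did not pass in *ahr-1(ju145)*, 30 had the same direction and 28 did so at an unadjusted p under 0.05. The interaction test of limma called 0 of all probe sets (lowest adjusted p 0.85, and 0.303 with 20 arrays), with 985 at an unadjusted p under 0.05 (959 with 20 arrays). Of the 42, 6 had an unadjusted interaction p under 0.05, the lowest being that of the nuclear hormone receptor gene *nhr-239* (0.000178), the single one of the 42 whose direction differed.

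**Figure D1:**
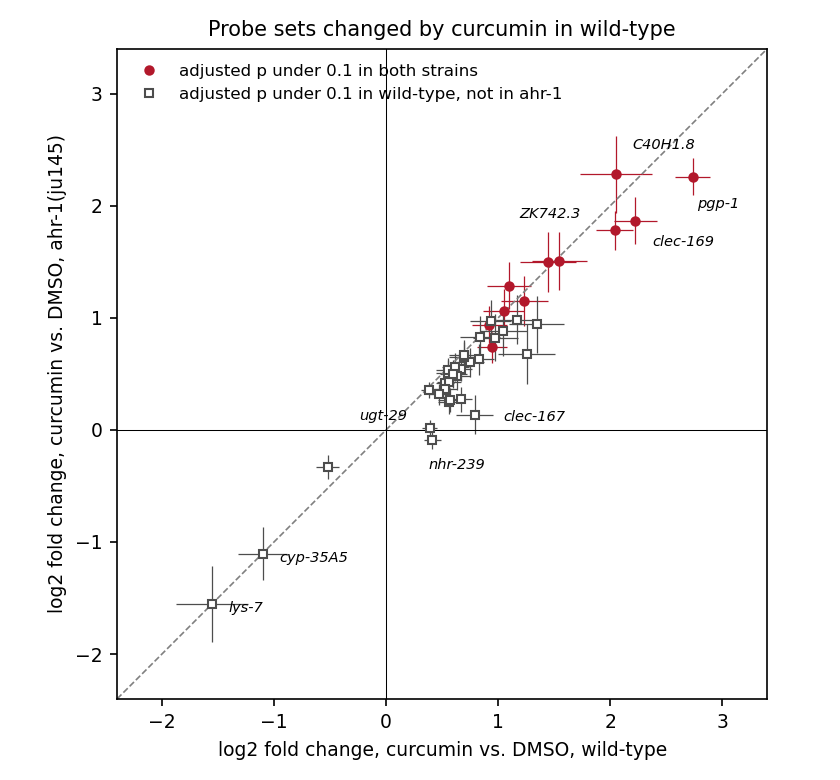
Log2 fold change with curcumin in wild-type (horizontal axis) and in *ahr-1(ju145)* (vertical axis) for the 42 probe sets that passed in wild-type, with standard errors as bars. Filled circles passed in both strains and open squares in wild-type but not in *ahr-1(ju145)*, and the place of these probe sets below the dashed line of equal change does not show a smaller change in *ahr-1(ju145)*, since they were picked on their wild-type change.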

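Across all probe sets, the log2 fold changes with curcumin in wild-type and in *ahr-1(ju145)* correlated at 0.436 (Spearman 0.28; Pearson 0.422 with 20 arrays). This correlation is across genes, which are not independent replicates. The count of 42 in wild-type was 15 without wild-type DMSO replicate 1 or wild-type curcumin replicate 3, 19 and 27 without wild-type DMSO replicate 5 or 4, 20 without wild-type curcumin replicate 1, and 105 without wild-type curcumin replicate 5. Without that last array limma also called 1 probe set, which has no symbol, in the interaction. The call of *mul-1* ended without wild-type DMSO replicate 1, 4 or 5 or wild-type curcumin replicate 1 or 3 (adjusted p from 0.00563 to 0.138 over the alternative settings). That of *lys-7* ended without any wild-type DMSO array, wild-type curcumin replicate 1, 2 or 3, *ahr-1(ju145)* DMSO replicate 1, 3 or 4 or *ahr-1(ju145)* curcumin replicate 4, with the wild-type arrays alone, with centred arrays and with limma's trend and robust options (0.0119 to 0.294). The paper states, with reference to Figure 2D and Table 1, that most of the genes changed by curcumin were regulated in an *ahr-1*-dependent manner. Of the genes Table 1 lists so, *H43E16.1*, *numr-1*, *F58B4.5*, *F09C8.1* and *ugt-48* passed here in both strains. In *ahr-1(ju145)* limma gave adjusted p = 0.0679, 0.0718, 0.0926, 0.0494 and 0.0792 in that order. With 20 arrays these were 0.11, 0.047, 0.11, 0.0618 and 0.0888, so *H43E16.1* and *F58B4.5* no longer passed. *mul-1*, *oac-14*, *cyp-13A5*, *T19C9.8*, *lys-7* and *cyp-35A5* did not pass in *ahr-1(ju145)* in either fit.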

Out of 47 genes altered by curcumin in the wild-type (43 up- and 4 down-regulated), only 5 were also induced by curcumin in *ahr-1(ju145)*. 

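The largest rise with curcumin in wild-type was that of *pgp-1*, a P-glycoprotein gene for a transporter of foreign compounds. It rose by 2.74 in wild-type (standard error 0.16, n = 5 per group, limma adjusted p = 1.78e-08, and 4.05e-09 with 20 arrays) and by 2.26 in *ahr-1(ju145)* (standard error 0.17, n = 4 and 5, adjusted p = 1.31e-06, then 1.23e-07). The C-type lectin gene *clec-169* rose by 2.22 in wild-type (standard error 0.19, adjusted p = 8.65e-06, then 3.1e-05) and by 1.87 in *ahr-1(ju145)* (standard error 0.21, adjusted p = 0.000344, then 0.000131). *ZK742.3* rose by 2.04 (standard error 0.16, adjusted p = 2.94e-06, then 9.96e-07) and 1.78 (standard error 0.17, adjusted p = 6.96e-05, then 8.22e-06) in the same order. These calls held in every alternative setting. *C40H1.8* rose by 2.05 (standard error 0.32, adjusted p = 0.0155, then 0.0105) and 2.28 (standard error 0.34, adjusted p = 0.0207, then 0.00389). Its call in *ahr-1(ju145)* ended without *ahr-1(ju145)* curcumin replicate 1 (0.156) or 3 (0.159) and in a fit of the *ahr-1(ju145)* arrays alone (0.171), within a range of 0.00195 to 0.171.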

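In *ahr-1(ju145)*, curcumin raised 17 probe sets and lowered 2 (15 and 1 with 20 arrays). Of the 19, 11 were also raised in wild-type, and with 20 arrays 14 were. With the replicate number as a block, 52 were higher and 15 lower in *ahr-1(ju145)*, and 43 were higher and 8 lower in both strains. The count of 19 was 3 without *ahr-1(ju145)* curcumin replicate 1 or 3, 4 without *ahr-1(ju145)* DMSO replicate 5, 5 without *ahr-1(ju145)* DMSO replicate 1 or wild-type DMSO replicate 1, and 7 without *ahr-1(ju145)* DMSO replicate 3. It was 9 without wild-type curcumin replicate 4, 10 without wild-type DMSO replicate 3, 11 without wild-type DMSO replicate 2, wild-type curcumin replicate 2 or *ahr-1(ju145)* DMSO replicate 2, and 32 without wild-type curcumin replicate 5. The count of 11 was 3 without *ahr-1(ju145)* curcumin replicate 1 or 3, 4 without wild-type DMSO replicate 1 or *ahr-1(ju145)* DMSO replicate 1 or 5, 5 without *ahr-1(ju145)* DMSO replicate 3, and 20 without wild-type curcumin replicate 5.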

Among the genes regulated by curcumin in an AHR-1-dependent manner were phase II enzymes and interestingly, some of them (*ugt-9 and ugt-29*), were regulated in the same direction by curcumin or by loss of *ahr-1* (Table 1). Thus, we checked their expression and that of additional *ugt*s (*ugt-45* and *ugt-57*) that were differentially expressed when applying a less restrictive statistical analysis not corrected for multiple comparisons. 

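Among the UDP-glucuronosyltransferase genes, which add sugar groups to foreign compounds, *ugt-9*, *ugt-29* and *ugt-48* rose with curcumin in wild-type and 0 of 67 fell (3 and 0 adjusted over the list alone, 7 and 2 at an unadjusted p under 0.05). Camera called the list higher in wild-type (adjusted p = 0.0485, then 0.0522, and adjusted p = 0.683 with an estimated correlation), but not in *ahr-1(ju145)* (0.346, then 0.897, though 0.0774 without *ahr-1(ju145)* DMSO replicate 4) or in the interaction (0.584, then 0.149). The call in wild-type ended without wild-type DMSO replicate 1 (0.239) or 5 (0.159), without wild-type curcumin replicate 3 (0.17) or 4 (0.354), without dim probe sets (0.204) and without the genes the study names (0.335). *ugt-9* rose by 0.56 (standard error 0.10, n = 5 per group, limma adjusted p = 0.0321, and 0.0258 with 20 arrays). In *ahr-1(ju145)* it was at 0.25 with curcumin (adjusted p = 0.635, then 0.755), and its unadjusted interaction p was 0.0394. With loss of *ahr-1* alone *ugt-9* was at 0.34 (standard error 0.10, adjusted p = 0.128, then 0.115), and with the replicate number as a block it passed (0.0227, range 0.0227 to 0.275 over the alternative settings). *ugt-29* rose by 0.39 with curcumin in wild-type (standard error 0.07, adjusted p = 0.0285, then 0.0473) and by 0.39 with loss of *ahr-1* (standard error 0.07, adjusted p = 0.0122, then 0.0176). In *ahr-1(ju145)* it was at 0.01 with curcumin (adjusted p = 0.986, then 0.994), with an unadjusted interaction p of 0.00103. *ugt-48* rose by 1.05 in wild-type (standard error 0.18, adjusted p = 0.0321, then 0.0297) and by 1.06 in *ahr-1(ju145)* (standard error 0.19, adjusted p = 0.0792, then 0.0888), where 12 alternative settings ended the call (range 0.0265 to 0.325). The calls in wild-type ended for *ugt-9* without wild-type DMSO replicate 5 (0.115, range 0.00174 to 0.115), and for *ugt-29* without wild-type DMSO replicate 1 (0.103) or wild-type curcumin replicate 3 (0.101) and with the wild-type arrays alone (0.142, range 0.0176 to 0.142). Those of *ugt-48* ended without wild-type curcumin replicate 1 (0.11) or 3 (0.127) and with the wild-type arrays alone (0.161, range 0.00376 to 0.161).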

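Glutathione S-transferase genes, also of phase II, tended upwards with curcumin in wild-type. Of the 48, limma called 0, with 10 higher and 0 lower at an unadjusted p under 0.05 (8 higher adjusted over the list alone), and their median log2 fold change was 0.14 (camera, adjusted p = 1.5e-06 with 19 arrays, 1.95e-06 with 20, and adjusted p = 0.298 with an estimated correlation). In *ahr-1(ju145)* limma also called 0, with 10 higher and 1 lower at an unadjusted p under 0.05 (4 higher adjusted over the list alone; camera, adjusted p = 5.69e-05, then 0.000366, and adjusted p = 0.403 with an estimated correlation). The difference between the strains was not called for this list (adjusted p = 0.875, then 0.503). Intestine markers moved with these genes, with medians of 0.19 in wild-type and 0.29 in *ahr-1(ju145)* and means of 0.17 and 0.19 (in the latter, camera gave adjusted p = 0.000316, then 0.00519, and adjusted p = 0.637 with an estimated correlation). Besides *ugt-29*, the genes that changed the same way with curcumin in wild-type and with loss of *ahr-1* were *nhr-239* (0.41 and 0.36), the transporter gene *slc-17.5* (0.67 and 0.44) and *far-3*, a fatty acid and retinol binding protein gene (−0.52 and −0.38). In wild-type, leaving out single wild-type arrays ended the call of *far-3* (all but DMSO replicate 5 and curcumin replicates 2 and 5, range 0.0137 to 0.304) and of *nhr-239* (DMSO replicate 1 or 5 or curcumin replicate 3, range 0.0125 to 0.179). The call of *slc-17.5* with loss of *ahr-1* ended without wild-type DMSO replicate 5 (0.135) or *ahr-1(ju145)* DMSO replicate 1 (0.114) or 3 (0.105, range 0.0266 to 0.135), and in wild-type with the wild-type arrays alone (0.137, range 0.00483 to 0.137). With 20 arrays *C14A4.9* joined these 4 (−0.57 and −0.64). Both comparisons use the same wild-type DMSO arrays. The count of 4 was 2 without wild-type DMSO replicate 1 or 5 or *ahr-1(ju145)* DMSO replicate 1 or 3, 1 without wild-type curcumin replicate 3, and 33 without wild-type curcumin replicate 5, with 4 higher and 29 lower in place of 3 and 1.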

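*ugt-45* had a log2 fold change of 0.33 with loss of *ahr-1* (standard error 0.11) and of 0.30 with curcumin in wild-type (standard error 0.11), with unadjusted p-values of 0.00596 and 0.0111 from limma. After adjustment these were 0.182 and 0.62, and 0.166 and 0.6 with 20 arrays. In *ahr-1(ju145)* curcumin left it at −0.03 (standard error 0.11, unadjusted p = 0.792), and its unadjusted interaction p was 0.0469. *ugt-57* was lower with loss of *ahr-1*, at −1.06 (standard error 0.27, unadjusted p = 0.00101, adjusted p = 0.0779, then 0.076). With curcumin it was at −0.82 in wild-type (standard error 0.27, unadjusted p = 0.00688, adjusted p = 0.545, then 0.56) and at −0.90 in *ahr-1(ju145)* (standard error 0.29, unadjusted p = 0.00548, adjusted p = 0.476, then 0.611), with an unadjusted interaction p of 0.842. Its call with loss of *ahr-1* ended without any wild-type DMSO array but replicate 4, without any *ahr-1(ju145)* DMSO array but replicate 5, and after a further quantile normalization (adjusted p from 0.00457 to 0.203 over the alternative settings). With loss of *ahr-1*, *ugt-45* passed without wild-type DMSO replicate 5 (0.0916) and with the replicate number as a block (0.093), and over all settings its adjusted p lay between 0.0916 and 0.349.

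**Figure D2:**
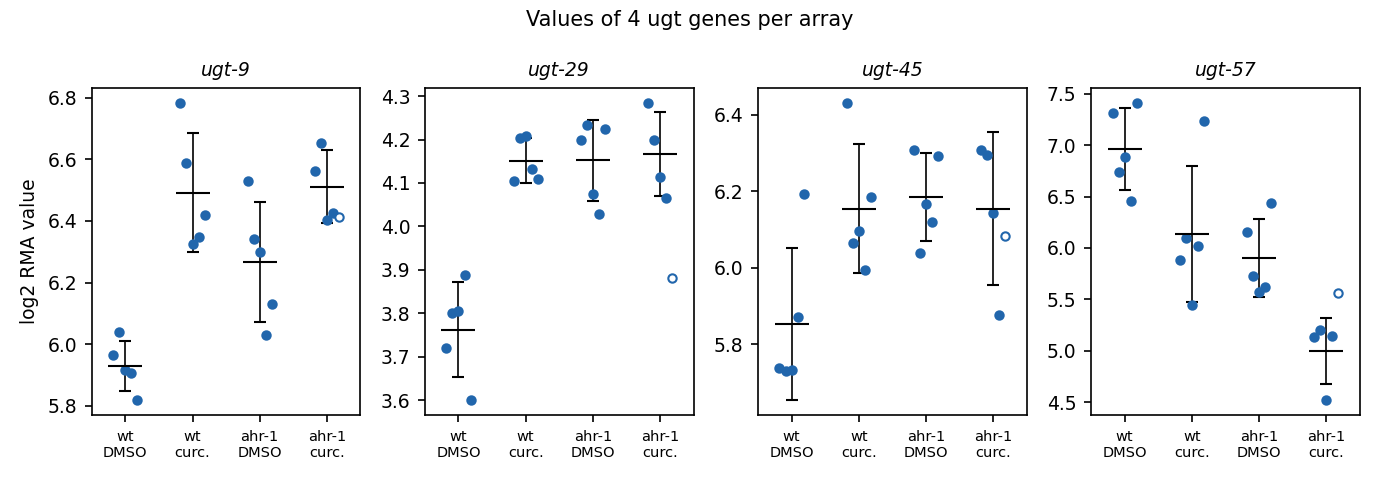
Log2 RMA values of *ugt-9*, *ugt-29*, *ugt-45* and *ugt-57* on each array, by strain and treatment, with the mean and SD of the arrays in the fit as bars and the array left out as an open circle. The means of *ugt-29* are 3.76 in DMSO-treated wild-type worms and 4.15 in both curcumin-treated wild-type and DMSO-treated *ahr-1(ju145)* worms.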

Of the examined genes, *ugt-45* was increased in *ahr-1(ju145)* and by curcumin treatment (Figure 3A,B). We also observed changes in the expression of some detoxification genes between wild-type and AhR KO mice in a tissue-dependent manner. The differential expression of those genes was highest in the brain, where *Ugt2a3* (*ugt-9* and *ugt-29* in *C. elegans*) was down- and *Hpgds* (*gst-4* in *C. elegans*) was up-regulated (Figure S3A). There was no change in the expression of any of the tested genes in the liver samples of mice (Figure S3B). In line with the *C. elegans* data, the *ugt-45* murine homolog *Ugt3a2* showed a tendency toward overexpression in the intestines of Ahr KO mice (Figure S3C). Notably, *ugt-45* RNAi prevented the beneficial effects on life- and health spans promoted by curcumin (Figure 3C,D) or *ahr-1* depletion (Figure 3E,F) indicating that the two interventions may rely on jointly modulated downstream signaling to elicit their anti-aging activity.

### 3.3. AHR-1 and Curcumin Independently Protect against Oxidative Stress

The beneficial properties of polyphenols are often ascribed to their ability to protect against reactive oxygen species (ROS) [83,84]. Since AhR is involved in oxidative stress-mediated processes [85,86,87], we wondered whether curcumin may impact animals’ physiology via AhR-regulated antioxidant responses. We observed that *ahr-1* mutants produce more mitochondrial(mt)ROS and have a reduced mitochondrial membrane potential (Figure 4A,B), two parameters correlating with longevity [88,89]. While consistent with the mitohormesis paradigm *ahr-1(ju145)* produce slightly more mtROS and live longer, these animals were more sensitive to oxidative stress than the wild type. Specifically, the detrimental effects induced by juglone and H_2_O_2_ on the animals’ pumping, motility and survival were significantly stronger in *ahr-1(ju145)* compared to the wild type (Figure 4C–F). These data suggest that AHR-1 depletion has beneficial mitohormetic effects in basal conditions, while its presence is required for oxidative stress protection, thus uncoupling two often correlating age-related parameters, namely lifespan and stress resistance. Instead, curcumin significantly improved H_2_O_2_ and juglone resistance in both wild-type and *ahr-1* mutants (Figure 4E,F), suggesting that curcumin elicits an *ahr-1*-independent antioxidant response. Consistent with the uncoupled regulation of lifespan and oxidative stress resistance, *ugt-45* silencing did not affect sensitivity to oxidative stress either for *ahr-1* mutants or curcumin-treated animals (Figure 4G). Thus, curcumin has pro-longevity effects via *ahr-1* and *ugt-45,* but protects against oxidative stress through *ahr-1*-independent mechanisms.

### 3.4. Nrf2/SKN-1 Mediates the AhR-Independent Effects of Curcumin

To further evaluate AhR–curcumin crosstalk in additional age-related features, we measured the migratory capacity in human primary EC—a hallmark for vessel functionality, which declines with age [90] and is reduced by AhR activation [14]. In line with the anti-aging activity of *ahr-1* suppression and of curcumin, AhR overexpression significantly inhibited, while curcumin increased, the migratory capacity of primary human EC (Figure 5A). Of note, the induction of migratory ability by curcumin was comparable in empty vector- or AhR expression vector-transfected cells (Figure 5A). However, the migration of curcumin-treated cells was significantly reduced by AhR overexpression: curcumin induces in empty vector-transfected cells up to 60 migrated cells per high power field, while in AhR overexpressing cells only up to 25 cells per high power field (Figure 5A). These data suggest that the pro-migratory effect of curcumin is modulated by AhR-independent mechanisms but possibly also by a reduction in AhR activity. We next determined intracellular AhR distribution and the expression of *cyp1a1* in curcumin-treated human EC. Curcumin did not affect AhR–nuclear translocation (Figure 5B) or *cyp1a1* expression (Figure 5C).

In search of pathways modulated by curcumin in an AhR-independent manner, we turned back to nematode transcriptomic profiles to find transcription factors regulating genes significantly modulated by loss of *ahr-1* or by curcumin treatment in wild-type animals (Table 1). This in silico search identified the redox transcription factor SKN-1, the ortholog of human Nrf2 (nuclear factor erythroid 2-related factor 2), whose activation by curcumin [91] is often reported as a possible mediator of its anti-oxidant activity [92,93]. Accordingly, the prototype *C. elegans* Nrf2/SKN-1-dependent gene, *gst-4*, is overexpressed in the *ahr-1* mutant [25] and induced by curcumin in wild-type and even more in *ahr-1* mutants (Figure 5D). Moreover, curcumin increased stabilization and nuclear translocation of Nrf2 in primary human EC (Figure 5E) and induced the expression of manganese superoxide dismutase (*Sod2)*—a classic Nrf2 target gene—in the cells transfected with an empty vector or in cells in which AhR is silenced by shRNA (Figure 5F). 

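Genes that SKN-1 is known to regulate were higher with curcumin in both strains as a group. Of 20 listed targets, 10 of them glutathione S-transferase genes, limma called 0 over all probe sets in wild-type, with 13 higher and 0 lower at an unadjusted p under 0.05 (16 higher and 0 lower adjusted over the list alone). Their median log2 fold change was 0.36 (camera, adjusted p = 4.29e-16 with 19 arrays, 5.95e-16 with 20, and adjusted p = 0.165 with an estimated correlation). In *ahr-1(ju145)* limma also called 0, with 9 higher and 0 lower at an unadjusted p under 0.05 (9 and 0 adjusted over the list alone), at a median of 0.37 (camera, adjusted p = 5.07e-12, then 4.64e-11, and adjusted p = 0.213 with an estimated correlation). *gst-4*, the glutathione S-transferase gene used as a reporter of SKN-1, was at 1.14 in wild-type (standard error 0.27, adjusted p = 0.239, then 0.279) and at 1.40 in *ahr-1(ju145)* (standard error 0.29, adjusted p = 0.128, then 0.228). All curcumin arrays of *gst-4* lay above all DMSO arrays in both strains, but its adjusted p ranged from 0.0386 to 0.553 in wild-type and from 0.0333 to 0.549 in *ahr-1(ju145)* over the alternative settings. *gst-6* was at 0.86 in wild-type (standard error 0.23, adjusted p = 0.366, then 0.312), and the transcript of *skn-1* at 0.03 (standard error 0.05, adjusted p = 0.99, then 0.994). The difference between the strains was not called for the list (adjusted p = 0.861, then 0.346). With loss of *ahr-1* alone the median was 0.11, with 2 higher and 0 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.0435, then 0.0499, and adjusted p = 0.705 with an estimated correlation). This last call ended without wild-type DMSO replicate 5 (0.179) or *ahr-1(ju145)* DMSO replicate 2 (0.119, range 0.00738 to 0.705). Intestine markers moved with these genes under curcumin, at a median of 0.19 over 16 genes in wild-type (camera, adjusted p = 0.000148, then 0.000211, and adjusted p = 0.598 with an estimated correlation).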

The lack of *Sod2* induction by AhR shRNA in EC may be due to a partial reduction (50%) in *AhR* expression (Figure S3D), which may not be sufficient to trigger the activation of Nrf2 or of additional transcription factor (TF), which, in *C. elegans,* might concur to the induction of the *gst-4* [94] upon complete AhR depletion. Interestingly, *Hpgds*, a homolog of *C. elegans gst-4*, was significantly increased in the brain of AhR KO mice (Figure S3A) but it is not a target of Nrf2. Further evidence for possible Nrf2/SKN-1 independent signaling activated by *ahr-1* depletion is that the activation of the *gst-4* by curcumin is completely suppressed by *skn-1* RNAi in the *C. elegans* wild type, whereas *ahr-1* mutants still induce *gst-4* despite *skn-1* depletion (Figure 5G,H). However, *skn-1* RNAi reduced oxidative stress resistance in both wild-type and *ahr-1(ju145)* (Figure 5I). Unexpectedly, *skn-1* silencing did not affect the juglone resistance of curcumin-treated animals (Figure 5I). Our data reveal a complex scenario whereby curcumin promotes different anti-aging features relying either on AhR-dependent or AhR-independent but Nrf2/SKN-1-dependent (and additional) signaling.

### 3.5. Curcumin and Pro-Oxidants Display Opposite Effects on AHR-1 Activity

Consistent with the anti-aging effect of reduced AhR expression/activity, our data suggest that curcumin may extend the lifespan of *C. elegans* by suppressing AHR-1-regulated pathways through reduction of AHR-1 expression/activity or acting on common downstream signaling pathways. Hence, we tried to quantify AHR-1 activity in *C. elegans,* but numerous attempts to evaluate AHR-1 expression and subcellular localization using antibodies (against mammalian AhR or customized antibodies against CeAhR) or fluorescently tagged reporters (OP562, UL1709, ZG93) did not give meaningful evidence. Considering that AHR-1 binds to XREs in vitro [35], we thought to use XRE-driven gene expression as a readout for AHR-1 activity. Thus, we turned to monkey-derived Cos7 cells, which do not express endogenous AhR and thus display no endogenous AhR activity [95,96] and can be exploited to monitor XRE-driven Luciferase induction as a readout for AHR-1 activity (Larigot et al.; submitted along with this study). When Cos7 cells were co-transfected with vectors expressing *C. elegans* AhR/*ahr-1*, ARNT/*aha-1*, and a luciferase-coupled XRE-containing promoter of the human *CYP1A1* gene [64] AHR-1 showed low activity in basal (vehicle-treated) conditions. Of note, treatment with curcumin or other nutraceuticals that promote healthy aging in *C. elegans*, such as lutein [97] and resveratrol [98,99], significantly suppressed AHR-1 activity (Figure 6A–C). Instead, BaP and leflunomide, known AhR activators in mammals, did not affect AHR-1 activity (Figure 6A,B) at the concentrations we used. Notably, AHR-1 activity was abolished in Cos7 cells transfected with a vector expressing the *ahr-1(ju145)* allele instead of the wild-type allele (Figure 6A–C), suggesting that *ju145* is a true loss-of-function allele and that the measured luciferase intensity is due to functional AHR-1.

We then sought to investigate whether curcumin reduces the activity of AHR-1 by direct binding or indirect modulation. To date, no ligands of *C. elegans* AHR-1 have been identified, and since there is no available information on its LBD, we performed an in silico analysis to characterize it. The two AHR-1 isoforms, 1a and 1b, were aligned and although different in length, their PASB domain sequence is identical. This sequence was then aligned to the PASB domain of *Drosophila melanogaster*, and to those of two AhRs from vertebrates for which structural models were previously generated, namely mouse (*Mus musculus*) [100], and zebrafish (*Danio rerio*) [101] (Figure 6D). The alignment showed clear differences between species with the main peculiarity of invertebrates baring sequence deletions in the most variable region in the PAS domain, corresponding to the flexible region, including the helical bundle (Cα, Dα, Eα helices) and the short loops connecting these elements (Figure 6D,E). These deletions could reduce the available space in the binding cavity of these AhRs. We then generated a 3D model of the AHR-1 PASB by homology modeling. This model presents the typical PAS fold, but with a shorter Dα helix compared to other AhRs. However, the internal cavity has some peculiarities; it contains more hydrophobic residues and is truncated in half by some internal side chains. In particular, H365 and H274 are faced and could form a hydrogen bond in the middle of the cavity; moreover, the Y332, L363, and L302 side chains could obstruct the cavity, reducing the internal space available for ligands (Figure 6E). This small and truncated cavity most likely does not allow the binding of large ligands (e.g., TCDD or curcumin). Similar to the AHR-1 structural model, a model of the zebrafish zfAhR1a showed that the LBD cavity is truncated compared to the TCDD-binding paralogs zfAhR1b and zfAhR2 [101]. Small and flexible ligands, such as leflunomide, bind and activate the zfAhR1a, but the leflunomide concentration we tested did not activate AHR-1 in our Cos7 cell system (Figure 6B).

We then wondered whether mutations in amino acids responsible for the small cavity of the LBD might allow classical ligands to activate CeAhR. The CeAhR L363 residue (Figure 6D) corresponds to A375 in mAhR^b−1^ and V375 in mAhR^d^, and this residue has a major impact on ligand binding [102]. Similarly, T386 of zfAhR1a (Figure 6D), matching to A375 in mAhR^b−1^ and A386 in zfAhR1b and zfAhR2, contributes to the lack of TCDD binding of zfAhR1a and, when mutated to alanine, restores TCDD sensitivity when Y296H is also introduced [101]. The amino acid Y296 is already a histidine in *C. elegans* (H274). Thus, we mutated only the leucine at the position L363 in the CeAhR vector to an alanine (L363A) (Figure 6D,E indicated by an arrow). Moreover, we mutated the nearby histidine at position H365 to glutamine (H365Q), which is Q377 in mice (Figure 6D,E indicated by an arrow) since it likely forms a hydrogen bond with H274 and might contribute to the small cavity of AHR-1 (Figure 6E). We then tested whether mammalian AhR ligands affect the AHR-1 activity when L363 and H365 are mutated. However, these alterations, instead of restoring response to xenobiotic ligands as in zebrafish [101], abolished even the basal AHR-1 activity, similar to the *ju145* allele (Figure 6F). These results show clear differences between the LBDs of *C. elegans* and zebrafish but display that the LBD is fundamental for basal AHR-1 activity. Together with previous studies [35,38,82], our results suggest that AHR-1 is unlikely to be involved in the classical xenobiotic-induced transactivation response, which thus may not be relevant to *ahr-1*-regulated physiological aging. Instead, plant-derived compounds might exert conserved effects at least in part via the suppression of AHR-1-modulated pathways. Our 3D model suggests that curcumin does not modulate AHR-1 activity by binding its LBD. Thus, the suppression of AHR-1 activity by curcumin could be due to its antioxidant effect. Consistent with this possibility, and the increased sensitivity of the *C. elegans ahr-1* mutants to oxidative stress, we found that AHR-1 activity is indeed increased by ROS-inducing agents. Namely, Cos7 cells treated with the pro-oxidant rotenone displayed increased AhR activity when transfected with either *C. elegans* or murine AhR but not when transfected with the *ju145* allele or the allele with LBD mutations (Figure 6G,H).

Overall, while CeAhR activation protects against oxidative stress early in life, its decreased expression counteracts aging and mediates the beneficial anti-aging effect of curcumin (Figure 7). Curcumin may thus help balance redox TF activation in a context- and time-dependent manner and favor AhR suppression directly through its antioxidant effect and/or through the activation of Nrf2/SKN-1 (or other TF), which may concurrently mediate the anti-aging activity of curcumin.

## 4. Discussion

AhR was originally discovered in mammals for its xenobiotic response activity induced upon binding of environmental toxicants or endogenous ligands, but modulators not relying on ligand binding also exist but are much less investigated. *C. elegans* represents a unique model organism to investigate AhR activities independent of its classical xenobiotic response since CeAhR does not bind prototype AhR ligands [35,39]. Using this model, we identified an evolutionarily conserved function for AhR in the aging process [14] and showed that some of the mammalian AhR modulators (i.e., bacteria, BaP, and UVB) affect aging parameters through AHR-1 in a context-dependent manner [25]. Here, we followed up on our previous findings with a more mechanistic investigation of AhR-regulated aging features across species by the dietary polyphenol curcumin. Our combined in vivo, in vitro and in silico analyses revealed a new and complex scenario: while curcumin promotes anti-aging features in nematodes and human primary EC at least in part in an AhR-dependent manner, its antioxidant effects in both species rely on AhR-independent but primarily Nrf2/SKN-1 dependent mechanisms.

We showed for the first time that curcumin delayed *C. elegans’* physiological aging in an AHR-1-dependent manner. In search of possible downstream *ahr-1*-dependent effectors of curcumin, we employed targeted and unbiased approaches and found that the majority of differentially regulated genes upon curcumin treatment are regulated in an AHR-1-dependent manner. Moreover, many of these genes displayed a similar expression pattern in AHR-1-depleted and curcumin-treated animals, suggesting that curcumin is promoting lifespan extension via suppression of AHR-1 activity. 

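Log2 fold changes with loss of *ahr-1* and with curcumin in wild-type correlated at 0.507 across all probe sets (Spearman 0.489). This is a correlation across genes, which are not independent replicates, and both comparisons subtract the same wild-type DMSO arrays. When these arrays were divided between the comparisons in each of 20 ways, the correlation averaged 0.106, with a highest value of 0.234 and a lowest of −0.114. With the controls shared, simulated data without a change in any group gave a correlation of 0.447 on average (SD 0.245). Axon guidance and neuron fate genes, lower with loss of *ahr-1*, had medians of −0.14 in each list with curcumin in wild-type (camera, adjusted p = 3.69e-10 and 7.33e-06 with 19 arrays, 4.11e-10 and 9.46e-06 with 20). With an estimated correlation these were adjusted p = 0.5 and adjusted p = 0.637. With curcumin in *ahr-1(ju145)*, where *ahr-1* is mutated, camera also called these lists lower, at medians of −0.10 and −0.11 (adjusted p = 0.000194 and 0.00395, then 0.000211 and 0.0113, and adjusted p = 0.7 and adjusted p = 0.707 with an estimated correlation). The difference between the strains was called for neither (adjusted p = 0.24 and 0.537, then 0.105 and 0.273). It was called for both, with the smaller fall in *ahr-1(ju145)*, without wild-type DMSO replicate 4 (0.0124 and 0.0478) or wild-type curcumin replicate 5 (0.00173 and 0.012). For axon guidance it was also called without wild-type DMSO replicate 2 (0.0894) or 3 (0.0712) or *ahr-1(ju145)* DMSO replicate 5 (0.0579) and with the replicate number as a block (0.00329), within a range of 0.00173 to 0.941 (0.012 to 0.945 for neuron fate). No single gene of these lists was shown to fall with curcumin, since limma called 0 of the 48 and 44 in either strain, in wild-type with 8 and 7 lower at an unadjusted p under 0.05 (0 adjusted over either list alone). Embryo markers were also lower, at a median of −0.11 over 34 genes (camera, adjusted p = 0.0019, then 0.00231, and adjusted p = 0.7 with an estimated correlation). That call ended without wild-type curcumin replicate 3 (0.134). With curcumin in *ahr-1(ju145)* they lay further down than either list, at −0.22, with 29 of the 34 below 0 (camera, adjusted p = 3.1e-06, then 1e-04, and adjusted p = 0.5 with an estimated correlation).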

Surprisingly, neither the targeted nor the transcriptomic analysis indicated a major role for classical AhR targets gens such as *cyps*, which instead were found largely to be under-expressed in neurons (Larigot et al.; submitted along with this study). 

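With curcumin, single *cyp* genes changed in wild-type worms, but the 74 *cyp* genes did not move together. *cyp-13A5* rose by 1.05 (standard error 0.21, n = 5 per group, limma adjusted p = 0.0622, and 0.0473 with 20 arrays) and was at 0.88 in *ahr-1(ju145)* (standard error 0.22, adjusted p = 0.288, then 0.228). *cyp-35A5* fell by 1.10 (standard error 0.22, adjusted p = 0.0686, then 0.0713) and was at −1.10 in *ahr-1(ju145)* (standard error 0.23, adjusted p = 0.145, then 0.172). Their unadjusted interaction p-values were 0.579 and 0.994. The paper's qPCR has *cyp-13A5* raised by curcumin only where *ahr-1* was absent. Adjusted over the list alone, 1 *cyp* gene was higher and 6 were lower in wild-type, and 3 were higher and 4 lower in *ahr-1(ju145)*. Limma called 0 in *ahr-1(ju145)* over all probe sets, with 7 higher and 10 lower at an unadjusted p under 0.05. Camera did not call the list in wild-type (adjusted p = 0.382, then 0.343) or in *ahr-1(ju145)* (adjusted p = 0.921, then 0.871). The call of *cyp-13A5* ended without wild-type DMSO replicate 1, 2, 3 or 5 or wild-type curcumin replicate 1, 2 or 3 and with the wild-type arrays alone (adjusted p from 0.0339 to 0.218). That of *cyp-35A5* ended without wild-type DMSO replicate 1, 3, 4 or 5, wild-type curcumin replicate 1, 2 or 3 or *ahr-1(ju145)* DMSO replicate 1 (0.00546 to 0.268).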

Interestingly, these findings may indicate whole animal transcriptomics may mask the neuronal-specific effects of AhR, in this specific case through *cyps* genes. We found that among the differentially expressed genes, many belong to phase-II-detoxification enzymes, such as *ugt-45*, which was increased by both *ahr-1* depletion (and in the brain of AhR KO mice) and curcumin treatment and to mediate their lifespan extension. Instead, curcumin treatment and *ahr-1* depletion increased the expression of another phase-II-detoxification enzyme, *gst-4*, through different mechanisms: the former relaying on, while the latter mainly independent of, Nrf2/SKN-1, a classical redox TF inducing *gst-4* upon oxidative stress in *C. elegans* [103]. Moreover, while curcumin induces Nrf2/SKN-1-dependent responses in *C. elegans* (*gst-4* expression) and human primary EC (*Sod2* expression and migratory capacity), it also protects *C. elegans* against oxidative stress in a SKN-1-independent manner. In *C. elegans,* curcumin cannot extend lifespan in the very sick *skn-1(zu67)* mutants [104], while *gst-4* can be induced in a SKN-1-independent manner by EGF signaling [94] and a crosstalk between the EGF pathway and the AhR was reported in mammals [105].

Interestingly, and opposite to the wild-type strain, we observed an AHR-1-independent effect of curcumin on health span in nematode models for Huntington’s and Parkinson’s disease, respectively. In these strains, curcumin treatment increased the number of protein aggregates to the same extent as AHR-1 deficiency, indicating either a protective effect of the protein aggregation itself and/or curcumin activation of pathways protecting against protein aggregation independently of *ahr-1* depletion. The influence of curcumin on protein aggregation is controversial: it was shown to inhibit fibril formation but also to bind pre-fibrillar/oligomeric species of amyloidogenic proteins, thereby accelerating their aggregation and reducing the overall neurotoxicity [106]. Of note, caffeine, which also protects against features of cardiovascular aging [66,107], also prevents Aβ-induced paralysis without decreasing Aβ aggregates but through the activation of the protective Nrf2/SKN-1-dependent pathway [108]. It will be important to assess whether the protective effect induced by curcumin or *ahr-1* depletion in the *C. elegans* disease models is mediated by mechanisms promoting the removal of oligomeric/pre-fibrillar species into less toxic aggregates and/or by the activation of other mechanisms, such as Nrf2/SKN-1, which may concurrently protect against proteotoxicity. Of note, detoxification enzymes may contain both XRE and ARE (antioxidant responsive elements), and an interplay between Nrf2/ARE and AhR/XRE regulated signaling has been described [109]. It will be thus interesting to clarify how curcumin promotes its different beneficial anti-aging effects through the balance between Nrf2 and AhR-regulated signaling.

Our combined approaches showed that curcumin inhibits AHR-1 activity. In mammals, it was suggested the AhR inhibitory effect of curcumin is mediated by direct LBD binding [110] or inhibition of the protein kinase C that phosphorylates AhR [79]. Another study indicated that the transcriptional activity of the AhR is dependent on the cellular redox status and the chromatin structure, which are both influenced by curcumin [111]. While AHR-1 does not bind TCDD, it binds XRE in vitro [36] but systematic studies, addressing the potential of polyaromatic hydrocarbons, or other mammalian AhR ligands to modulate AHR-1, are missing primarily due to the lack of suitable tools to assess that. Our studies attempt to fill this gap and, exploiting Cos7 cells expressing AHR-1 coupled to luciferase assays (Larigot et al.; submitted along with this study) and in silico modeling of *C. elegans* LBD, revealed that curcumin suppresses AHR-1 activity, but likely not by direct LBD binding. The in vitro assay used in our study confirmed that CeAhR is not activated through the classical xenobiotics signaling. Yet, it would not reveal activities due to AhR binding to DNA sequences other than the “classical” XRE found in *CYP1A1* such as the polyphenol(quercetin)-responsive XRE found in PON1 [112,113]. Immunostaining in human primary EC also argues against curcumin inducing AhR nuclear translocation, which, along with the promoting effect of the migratory capacity in AhR overexpressing cells, may also indicate that curcumin suppresses AhR activity.

We propose that the inhibitory effect of curcumin, rather than relying on AhR binding, involves its antioxidant ability, which may indeed be associated with, or even depend on, the activation of Nrf2/SKN-1. Mammalian AhR is activated by ROS via LBD-independent oxidative modification [85], but our data show that the induction of AHR-1 activity by the pro-oxidant rotenone requires the LBD. An indirect mechanism of ROS-mediated AhR activation is the formation of the potent AhR ligand FICZ [114]. Yet, FICZ is a big planar molecule that, according to our in silico model, would not fit the AHR-1 LBD. While the exact mechanism by which AHR-1 activity is promoted by ROS and inhibited by curcumin (either via direct ROS quenching or indirectly via activation of Nrf2 or other antioxidants regulatory genes) remains to be established, this is strongly supported by our findings: AHR-1 is activated by rotenone, and *ahr-1* mutants display more mtROS, reduced mitochondrial membrane potential and are more sensitive to H_2_O_2_ and juglone as well as to UVB and BaP [25], both of which produce ROS [115,116]. In this context, it is interesting to note that *ahr-1* mutants display mild alteration of mitochondrial functions, which resemble those of mitohormesis [117]. This suggests that *ahr-1* depletion (and possibly curcumin by inhibiting AHR-1) may promote health span through mild mitochondrial stress, which is known to extend *C. elegans* lifespan through detoxification genes similarly modulated in the *ahr-1* mutants [118,119]. Moreover, whether Nrf2/SKN-1 and mitochondria play a role in modulating AHR-1 activity upon curcumin treatment is an interesting possibility that remains to be validated.

Overall, taking advantage of the multiple features offered by the nematode *C. elegans* for in vivo studies, we suggest that the ancestral function of the AhR might be in the regulation of phase-II-enzymes related to antioxidant rather than xenobiotic responses. Opposite to the detrimental effects induced by high levels of ROS, the beneficial effects promoted by AhR-deficiency may be mediated by mild mitochondria stress and/or mild ROS production (mitohormesis), which also rely on Nrf2/SKN-1. We also provide strong evidence for the interaction between curcumin and the AhR. Curcumin inhibition of AhR signaling is evolutionarily conserved and is likely not mediated by binding to the AhR LBD, but rather through curcumin’s ROS-scavenging properties or the activation of Nrf2/SKN-1. The Nrf2 signaling pathway can indeed be activated by curcumin in different ways [91]. Finally, our data showed that curcumin promotes anti-aging effects also in an AhR-independent manner in both *C. elegans* (increased *gst-4* expression and oxidative stress resistance) and human primary EC (increased Sod2 expression and migratory capacity), which could also explain the additive effects of curcumin and loss of AHR-1 function on the health span of polyQ-expressing animals.

## 5. Conclusions

In conclusion, through an original combination of in silico, vitro, and in vivo approaches, we showed that while CeAhR activation protects against oxidative stress early in life, its decreased expression counteracts aging and mediates the beneficial anti-aging effect of curcumin (Figure 7). Curcumin may thus help in balancing the activity of different transcription factors involved in detoxification/antioxidant responses (suppress AhR and activate Nrf2) in conditions where these are altered (increase AhR and decrease Nrf2/SKN-1), such as aging or age-associated disorders. Our work adds a further level of complexity to the already vast multifunctional and context-specific activities of AhR, with important repercussion on organismal health and lifespan. Moreover, it opens the door to additional studies, using the nematode system to discover and investigate ancestral functions of the AhR, which are less likely to be identified in mammals.

## Figures and Tables

**Figure 1:**
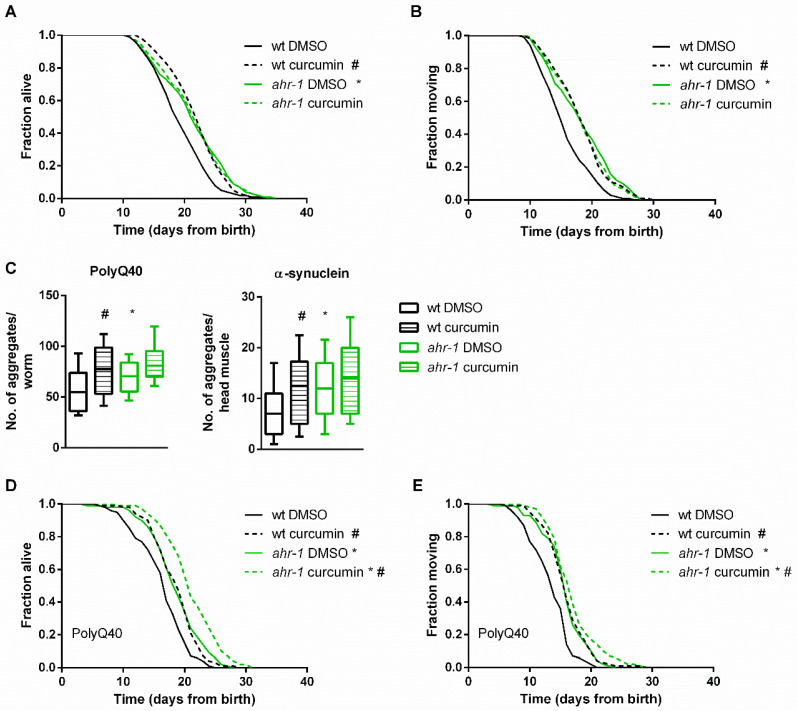
Curcumin promotes health in an AHR-1-dependent and -independent manner. Lifespan (**A**) and health span (**B**) curves of DMSO- or curcumin-treated wt and *ahr-1* nematodes. Survival curves show pooled data of 290–300 worms/condition in 5 experiments. Statistical test: log-rank test, ^#^ significance vs. DMSO, * significance vs. wt, Bonferroni *p*-value < 0.05. (**C**) Quantification of aggregates in 10-day-old polyQ;wt and polyQ;ahr-1 (left panel) or 7-day-old asyn;wt and asyn;ahr-1 (right panel). Boxplots show pooled data from 59–111 worms/condition in 3 experiments. Statistical test: 1-way ANOVA with Tukey’s multiple comparisons test, * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 vs. DMSO. (**D**,**E**) Life/health span of polyQ;wt and polyQ;ahr-1. Survival curves show pooled data of 180 worms/condition in 3 experiments. Statistical test: log-rank test, ^#^ significance vs. DMSO, * significance vs. wt, Bonferroni *p*-value < 0.05.

**Figure 2:**
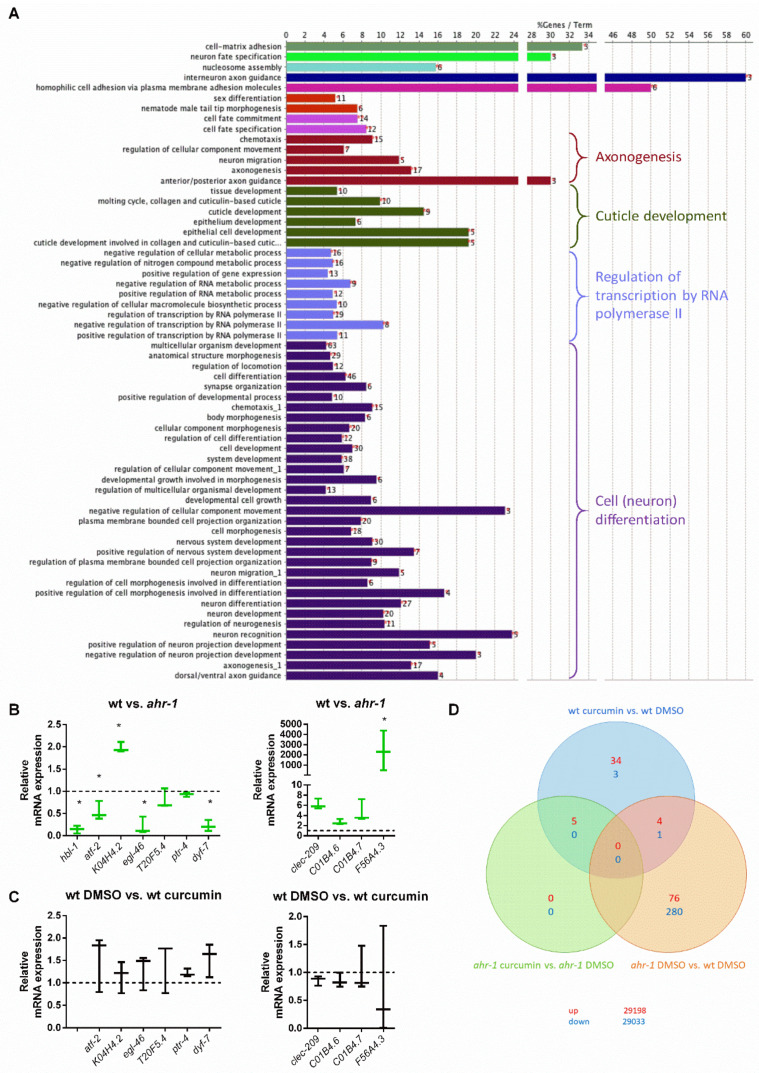
Genes differentially regulated by curcumin are primarily regulated in an *ahr-1*-dependent manner. (**A**) Gene ontology (GO) enrichment for biological processes after GO term fusion in *ahr-1* vs. wt. (**B**,**C**) The expression of the strongest down- and up-regulated genes between wt and *ahr-1* [25] was assessed by qPCR in wt vs. *ahr-1* (**B**) and DMSO- vs. curcumin-treated nematodes (**C**). Boxplots show data of 3 experiments. The expression is shown relative to DMSO-treated wt (dashed line). Statistical test: 1-way ANOVA with Tukey’s multiple comparisons test, * *p*-value < 0.05 vs. wt. (**D**) Venn diagram of differentially expressed genes on the microarray. The number of genes that were differentially up- or down-regulated between the indicated conditions is shown in red and blue, respectively. The numbers in the interchanges refer to the genes that occurred in both comparisons. The values in the lower right corner show the number of genes on the array that were not differentially expressed.

**Figure 3:**
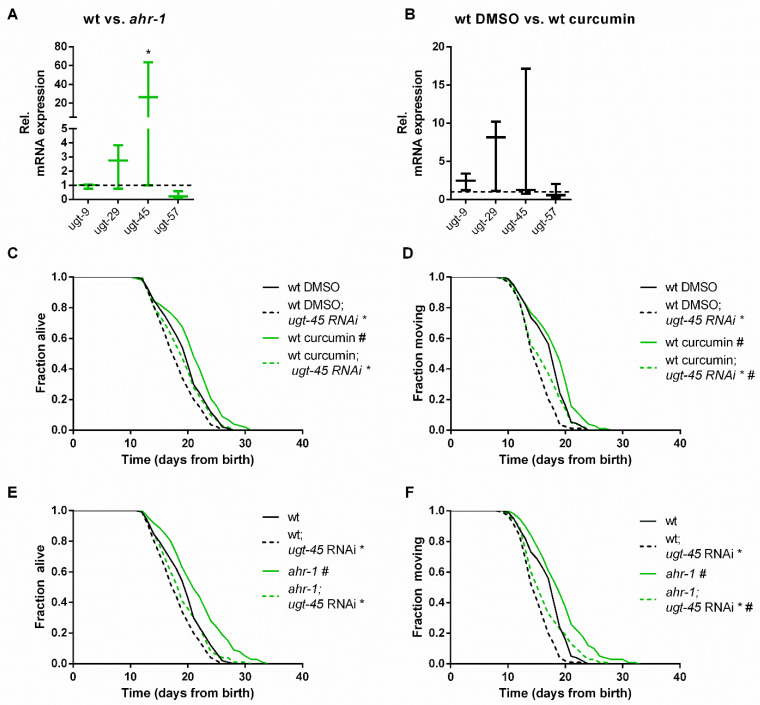
*ugt-45* is required for the lifespan extension of curcumin and *ahr-1* mutants. (**A**,**B**) Gene expression was assessed by qPCR in wt vs. *ahr-1* (**A**) and DMSO- vs. curcumin-treated wt nematodes (**B**). Boxplots show data of 3 experiments. The expression is shown relative to DMSO-treated wt (indicated as dashed line). Statistical test: 2-Way ANOVA with Sidak’s multiple comparisons test, * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 vs. DMSO. (**C**,**D**) Effect of *ugt-45* RNAi on the curcumin-mediated life/health span extension in the wt. Survival curves show pooled data of 120 worms/condition in 2 replicates. Statistical test: Log-Rank test, ^#^ significance vs. DMSO, * significance vs. control RNAi, Bonferroni *p*-value < 0.05. (**E**,**F**) Effect of *ugt-45* RNAi on *ahr-1*-mediated life/health span extension. Survival curves show pooled data of 120 worms/condition in 2 replicates. Statistical test: Log-Rank test, ^#^ significance vs. wt, * significance vs. control RNAi, Bonferroni *p*-value < 0.05.

**Figure 4:**
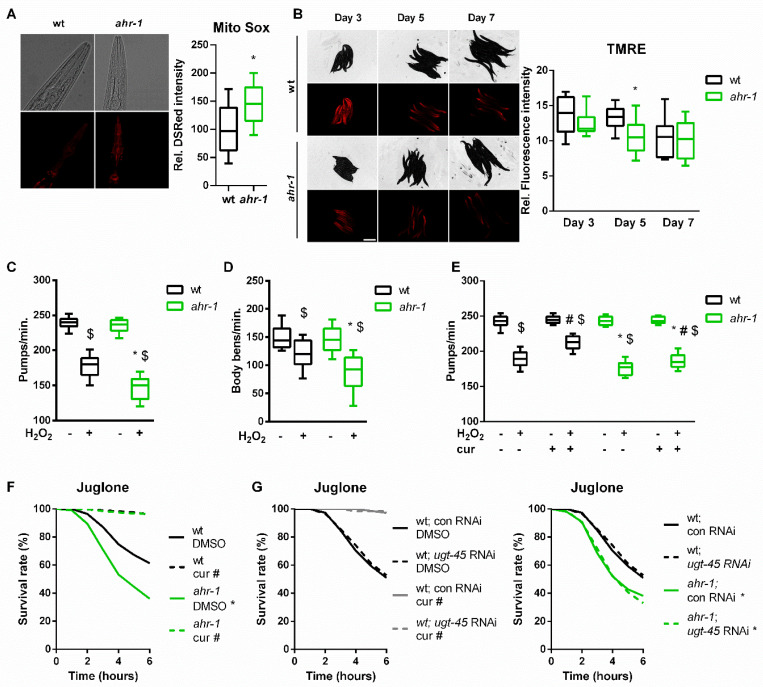
AHR-1 and curcumin independently protect against oxidative stress. (**A**) Representative images (left) and DSRed intensity quantification (right) in MitoSOX-stained wt or *ahr-1* nematodes. Boxplots show pooled data from 129–135 worms/condition in 3 experiments. (**B**) The mitochondria membrane potential was assessed by TRME staining in nematodes of indicated ages. Representative images (left) and the quantification of the TMRE fluorescence (right) are presented. Boxplots show pooled data from 3 experiments. (**C**,**D**) Pharyngeal pumping activity (**C**) and motility (**D**) of wt and *ahr-1* mutants after H_2_O_2_ treatment. Boxplots show pooled data from 39–54 (**C**) or 35–36 worms/condition (**D**) in 3–4 experiments. * *p*-value < 0.05 vs. wt, ^$^ *p*-value < 0.05 vs. control treatment, statistical test: 1-way ANOVA with Tukey’s multiple comparisons test. (**E**) Pharyngeal pumping of curcumin-treated nematodes after H_2_O_2_ treatment. Boxplots show pooled data from 32 worms/condition in 2 experiments. * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 cur vs. DMSO treatment, ^$^ *p*-value < 0.05 H_2_O_2_ vs. control statistical test: 2-way ANOVA with Tukey’s multiple comparisons test. (**F**) Influence of curcumin on juglone-induced toxicity. Survival curves show pooled data of 500 worms/condition in 20 experiments. * significance *ahr-1* vs. wt, ^#^ significance curcumin vs. DMSO, Bonferroni *p*-value < 0.05. (**G**) Effect of *ugt-45* RNAi in curcumin-fed wt and *ahr-1* worms. Survival curves show pooled data of 150 worms/condition in 6 experiments. Statistical test: log-rank test, * significance *ahr-1* vs. wt, ^#^ significance curcumin vs. DMSO, Bonferroni *p*-value < 0.05. No statistical significance was observed in *ugt-45* vs. control RNAi-treated worms.

**Figure 5:**
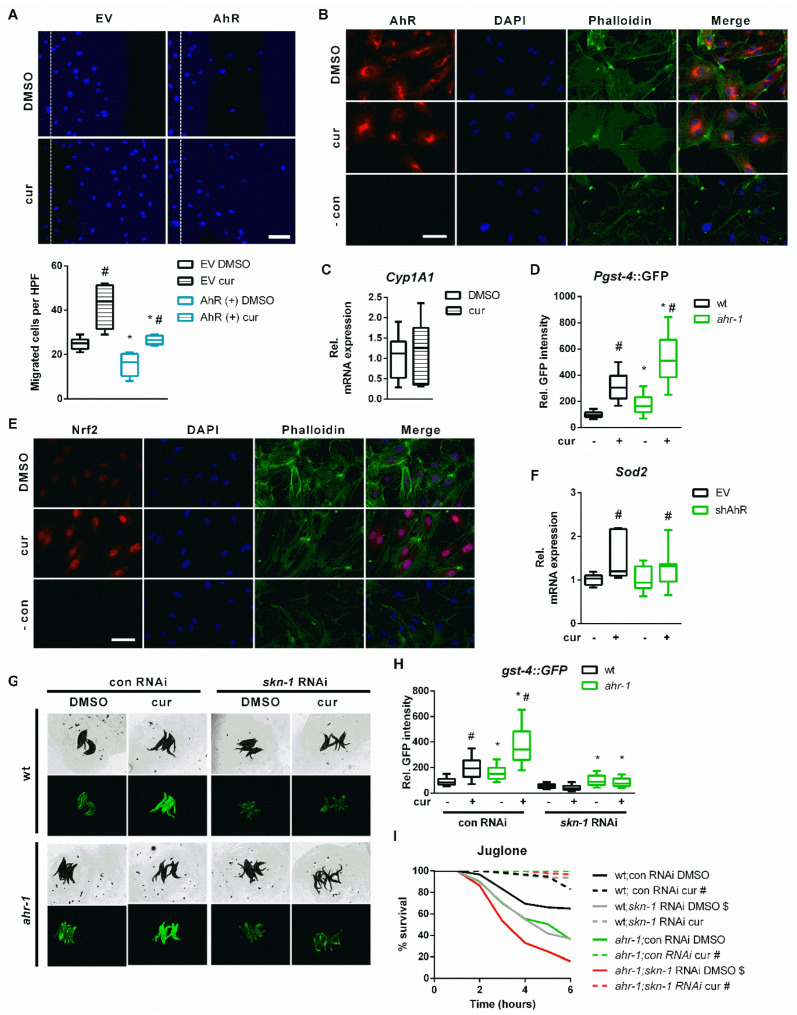
Curcumin activates Nrf2/SKN-1 independent of the AhR. (**A**) Scratch wound assay in curcumin (cur)- or DMSO-treated human primary EC transfected with an empty vector (EV) or an expression vector for human AhR. Upper panel: representative pictures; the dashed line represents migration start. Scale bar: 100 µm. Lower panel: quantification; boxplots show data of 4–6 experiments. Statistical test: 1-way ANOVA, * *p* < 0.05 vs. EV, ^#^ *p* < 0.05 vs. DMSO. (**B**,**C**) Human primary EC were treated with cur or DMSO. (**B**) Representative immunostainings: AhR is stained in red, nuclei were visualized with DAPI (blue), the cytoskeleton is counterstained with phalloidin (green), merge shows an overlay of all fluorescence channels. In the negative control (- con), the first antibody was omitted, and cells were stained with Alexa 488-coupled phalloidin and DAPI. Scale bar: 50 µm. (**C**) Relative *cyp1a1* expression was assessed by qPCR. Mean expression in the DMSO-treated controls was set to 1. Boxplots show data of 7 experiments. (**D**) *Pgst-4*:GFP expression in DMSO- and curcumin-treated (cur) wt and *ahr-1* worms. Boxplots show pooled data of 118–138 worms/condition in 4 experiments. * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 vs. DMSO treatment, statistical test: 1-way ANOVA. (**E**) Representative immunostaining images of human primary EC treated with cur or DMSO: Nrf2 is stained in red, nuclei were visualized with DAPI (blue), the cytoskeleton is counterstained with phalloidin (green), merge shows an overlay of all fluorescence channels. In the negative control (- con) the first antibody was omitted, and cells were stained with Alexa 488-coupled phalloidin and DAPI. Scale bar: 50 µm. (**F**) Human primary EC were transfected with an empty vector (EV) or an expression vector for an shRNA targeting the human AhR transcript (shAhR). Relative *Sod2* expression was assessed by qPCR, mean expression in the EV transfected cells was set to 1. Boxplots show data of 7 experiments. ^#^ *p* < 0.05 vs. respective control. (**G**,**H**) *Pgst-4*::GFP expression in DMSO- or cur-treated wt and *ahr-1* nematodes subjected to control or *skn-1* RNAi. Representative images (**G**) and *gst-4*-driven GFP quantification (**H**) are shown. Boxplots show pooled data of 103–189 worms/condition in 4 experiments. (**I**) Juglone stress survival in curcumin- or DMSO-treated wt and *ahr-1* nematodes subjected to control or *skn-1* RNAi. Kaplan Meier survival curves show pooled data of 100 worms/condition in 4 experiments. Statistical test: log-rank test, * significance *ahr-1* vs. wt, ^#^ significance curcumin vs. DMSO, ^$^ significance *skn-1* vs. con RNAi, Bonferroni *p*-value < 0.05.

**Figure 6:**
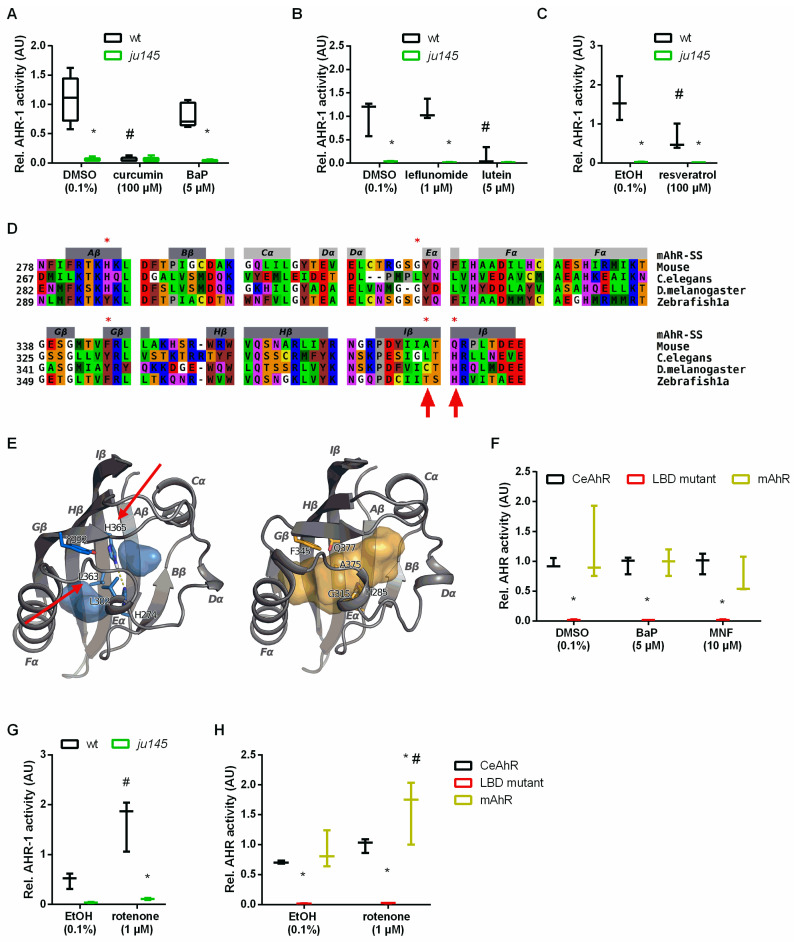
Curcumin and pro-oxidants have opposite effects on AHR-1 activity. (**A**–**C**) Evaluation of AHR-1 activity after treatment with the indicated compounds in Cos7 cells transfected with either wt AHR-1 (wt) or AHR-1 carrying the *ju145* point mutation (*ju145*) and AHA-1 as well as an XRE-inducible luciferase. Boxplots show data of 3–5 experiments. * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 vs. DMSO/EtOH, statistical test: 2-way ANOVA and Tukey’s multiple comparisons test. (**D**) Alignment of the LBDs from *C. elegans*, *Drosophila*, and zebrafish AhRs. The color scheme for residues: red, acidic; blue, basic; purple, polar; yellow, Cys; brown, aromatic; green, hydrophobic; orange, Ser, Thr; gray, Pro; white, Gly. (**E**) Secondary structures attributed by DSSPcont to the CeAhR PASB are indicated on top (light gray bars for helices and dark gray bars for β-strands) and labeled according to the PAS domain nomenclature. Asterisks mark the amino acids likely contributing to the inability of CeAhR to bind big ligands. Amino acids highlighted by an arrow were mutated for the investigation of the LBD function (panels **F**,**H**). I 3D models of the CeAhR (left) and the mAhR (right) PASB domains obtained by homology modeling, shown in a cartoon representation. Secondary structures attributed by DSSPcont are labeled according to the PAS domain nomenclature. The colored internal area (blue for CeAhR and yellow for mAhR) defines the molecular surface of the binding cavity identified by CASTp. In the CeAhR model, the amino acids protruding into the binding cavity (asterisks in panel **D**) are labeled and shown as blue sticks. The mAhR amino acids corresponding to those displayed in the CeAhR model, are labeled and shown as yellow sticks. Amino acids highlighted by an arrow were mutated for studying the LBD function (panels **F**,**H**). (**F**) AhR activity in BaP- or MNF-treated Cos7 cells transfected with either AHR-1, an AHR-1 with L363A and H365Q mutations (LBD mutant), or mouse AhR (mAhR), as well as AHA-1 and an XRE-driven luciferase. Boxplots show data of 3 experiments. Statistical analysis: 2-way ANOVA and Tukey’s multiple comparisons test. * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 vs. DMSO. (**G**) Effect of rotenone on AhR activity in Cos7 cells transfected with AHR-1 (either wt or *ju145*) as well as AHA-1 and an XRE-driven luciferase. Boxplots show data of 3 experiments. Statistical analysis: 2-way ANOVA and Tukey’s multiple comparisons test. * *p*-value < 0.05 vs. wt, ^#^ *p*-value < 0.05 vs. DMSO. (**H**) Effect of rotenone on AhR activity in Cos7 cells transfected with either AHR-1, AHR-1 with L363A and H365Q mutations (LBD mutant), or mouse AhR (mAhR). Boxplots show data of 3 experiments. Statistical analysis: 2-way ANOVA with Tukey’s multiple comparisons test. * *p*-value < 0.05 vs. wt/AHR-1, ^#^ *p*-value < 0.05 vs. DMSO/EtOH.

**Figure 7:**
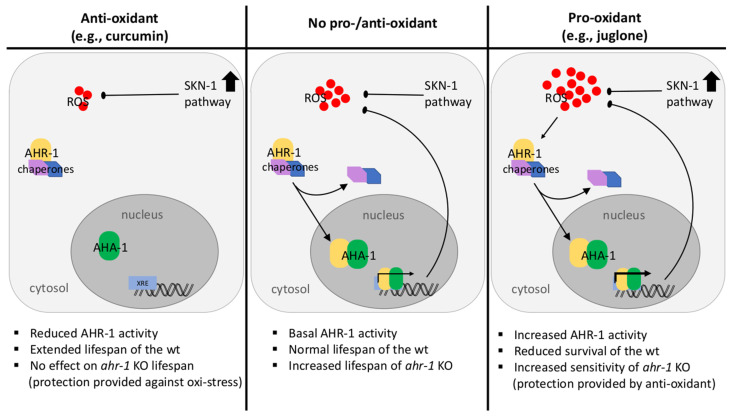
Proposed model of the AHR-1 signaling pathway in *C. elegans* response to pro- and antioxidants. In “normal” conditions (middle panel), AHR-1 is activated by intra-cellular ROS. This leads to the shedding of the chaperones from cytosolic AHR-1 and the subsequent nuclear translocation of AHR-1. In the nucleus, AHR-1 forms a heterodimer with the AHR nuclear translocator (AHA-1) and bind to XREs of target genes, which in turn leads to the reduction in intracellular ROS levels. In these conditions, loss of *ahr-1* function leads to an increased lifespan. In the presence of antioxidants (left panel) the intra-cellular ROS concentrations are low leading to AHR-1 residing in the cytoplasm, bound by its cofactors. The inhibition of the basal AHR-1 activity leads to an increased lifespan. In the presence of pro-oxidants (right panel) AHR-1 is activated by excessive ROS, which results its nuclear translocation, the AHR-1–AHA-1 heterodimer formation and the initiation of target gene transcription. In the *ahr-1* KO, the decreased detoxification of ROS through AHR-1-induced target genes leads to an accumulation of ROS and renders the *ahr-1* KO susceptible.

**Table 1:** List of genes from the microarray analysis.

Strongest Over-/Under-Expressed Genes by Curcumin in an *ahr-1*-Dependent Manner					
Gene/Sequence Name	Gene Class ^a^	Molecular Function ^a^	logFC ^b^	adj. *p*-Value ^c^	Selected Modulators ^a^
H43E16.1	unknown	unknown	1.53	0.021	bacterial infection, quercetin, rotenone, aging, *nuo-6(qm200)*
*numr-1*	Nuclear localized metal responsive	unknown	1.42	0.034	bacterial infection, quercetin, *spg-7* RNAi, *isp-1(qm150)*, *nuo-6(qm200)*, aging
*mul-1*	Mucin-like	unknown	1.34	0.029	resveratrol, bacterial infection, *spg-7* RNAi, rotenone, paraquat, indole, *isp-1(qm150)*, *nuo-6(qm200)*
*oac-14*	O-acyltransferase homolog	transferase activity, transferring acyl groups other than amino-acyl groups	1.24	0.085	bacterial infection, quercetin, tryptophan, rotenone, paraquat, indole, *nuo-6(qm200)*
F58B4.5	unknown	unknown	1.21	0.030	resveratrol, quercetin, *spg-7* RNAi, tryptophan, *isp-1(qm150)*, *nuo-6(qm200)*, paraquat indole,
*comt-4*	Catechol-O-methyl-transferase	O-methyltransferase activity	1.17	0.030	pathogenic bacteria, *ahr-1(ju145),* quercetin, rotenone, paraquat, *isp-1(qm150)*, *nuo-6(qm200)*, indole, aging
F09C8.1	Ortholog of human phospholipase B1	Phospholipase activity; hydrolase activity, acting on ester bonds	1.08	0.030	*ahr-1(ju145)*, bacterial infection, quercetin, rotenone, paraquat, *isp-1(qm150)*, *nuo-6(qm200)*, aging
*ugt-48*	UDP-glucuronosyl-transferase	calmodulin binding, glucuronosyltransferase activity, UDP-glycosyltransferase activity, transferase activity, transferring hexosyl and glycosyl groups	1.07	0.034	bacterial infection, rotenone, aging
*cyp-13A5*	Cytochrome P450	monooxygenase activity, metal ion binding, heme binding, oxidoreductase activity	1.05	0.057	bacterial infection, quercetin, *spg-7* RNAi, tryptophan, *isp-1(qm150)*, *nuo-6(qm200)*, indole
T19C9.8	unknown	unknown	0.96	0.084	bacterial infection, quercetin, *spg-7* RNAi, tryptophan, paraquat, *isp-1(qm150)*, *nuo-6(qm200)*
*lys-7*	Lysozyme	unknown	−1.54	0.084	bacterial infection, aging, rotenone, *isp-1(qm150)*, *nuo-6(qm200)*
*cyp-35A5*	Cytochrome P450	monooxygenase activity, metal ion binding, heme binding, oxidoreductase activity, steroid hydroxylase activity	−1.08	0.087	bacterial infection, *ahr-1(ju145)*, aging, tryptophan, rotenone, *isp-1(qm150)*, *nuo-6(qm200)*
C14A4.9	unknown	unknown	−0.55	0.079	bacterial infection, quercetin, rotenone, indole
**Genes Regulated in the Same Way by Curcumin or *ahr-1* Depletion**					
**Gene/Sequence Name**	**Gene Class ^a^**	**Molecular Function ^a^**		**LogFC ^d^**	**LogFC ^e^**
*slc-17.5*	Solute carrier homolog	transmembrane transporter activity		0.64	0.46
*ugt-9*	UDP-glucuronosyl-transferase	glucuronosyltransferase activity, transferase activity, transferring hexosyl groups		0.57	0.41
*nhr-239*	Nuclear hormone receptor	metal ion binding, zinc ion binding, transcription factor activity, sequence-specific DNA binding		0.43	0.39
*ugt-29*	UDP-glucuronosyl-transferase	glucuronosyltransferase activity, transferase activity, transferring hexosyl and glycosyl groups		0.36	0.34
C14A4.9	unknown	unknown		−0.55	−0.63

**^a^** Extracted from Wormbase; **^b^** LogFC: logarithmic fold change; **^c^** Adj. *p*-value: adjusted *p*-value; **^d^** logarithmic fold change wt curcumin vs. wt DMSO; **^e^** logarithmic fold change *ahr-1* DMSO vs. wt DMSO.

## Data Availability

Data are contained within the article and Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11040613/s1, Figure S1: *Cyp-13B1* expression is increased by curcumin in an *ahr-1*-dependent manner; Figure S2: Tissue-specific gene expression changes in mice; Figure S3: Genes coding for detoxification enzymes are differentially expressed in a tissue-specific manner in mice; Table S1: Primer pairs used for qPCR with *C. elegans* samples; Table S2: Primer pairs used for qPCR with mouse samples.

How the deposited data were processed for this re-analysis (not part of the article)

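RNA of whole worms was measured on Affymetrix *C. elegans* gene arrays in 4 groups of 5 arrays, wild-type and *ahr-1(ju145)* worms each with DMSO or with curcumin. According to the paper's methods, each replicate was an independent pool of worms, and the array data were processed in R with the oligo package by RMA, checked with arrayQualityMetrics, and compared with limma at an adjusted p under 0.1. The values used here are the authors' log2 RMA values of all 20 arrays, which lie between 1.52 and 14.3 with a median of 4.26. The authors' own tables of called probe sets, as deposited, hold p-values and FDR-adjusted p-values made with limma after RMA. They also hold limma's moderated t and log odds as the score of each probe set, likewise made by the authors with limma after RMA. RMA includes background correction, quantile normalization and the summary of probes, and it was not repeated. The genome build of the arrays' annotation is not given in the sources used here. Genes were named by the symbols of the platform's annotation, and 25495 of the 25546 probe sets with a single symbol carry a gene number found in the reference gene table. Values identical to those of another probe set occur in 769 probe sets, which leaves 28778 distinct ones. The paper counts genes, and the counts here are of probe sets.

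All 29317 probe sets were tested with limma 3.58.1 in R 4.3.3, with no filter, a mean per group, no block and moderated statistics (15 residual and 3.3763 prior degrees of freedom). The comparisons were *ahr-1(ju145)* with DMSO minus wild-type with DMSO, curcumin minus DMSO in each strain, and the difference between these last 2. Replicate 5 of curcumin-treated *ahr-1(ju145)* was left out because the paper's methods leave it out, and the tests of genes and lists in each comparison were also computed with it. The other alternatives, the splits, the held-out arrays, the shared controls and the correlations with the embryo markers were computed with the 19 arrays alone. A list was tested with at least 5 measured members, and a gene with several probe sets was represented by that with the highest mean. Camera asks whether a list's genes move more than other genes, with Benjamini-Hochberg adjustment over all lists and comparisons. Fry was adjusted in the same way, and its values are those of 19 arrays. The genes named are those the paper names, the 10 higher and 10 lower genes with the largest change in each pairwise comparison among those that passed without overlap between the groups, up to 4 members of each list that was called or had members that passed, and up to 10 genes of the interaction. The values of Table 1 had been seen when this rule was written. Not all genes that the rule takes are given, and genes measured only by a probe set with several symbols are not named.

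The labels carry replicate numbers, and the paper does not state that replicates were paired across groups. Whether equal numbers pair the arrays was checked by correlating their deviations from the group means. For *ahr-1(ju145)* and wild-type with DMSO all 5 correlations were above 0.1, and 4 of the 5 arrays matched their own number best, so a fit with the number as a block is given beside that comparison. The fit was tested on simulated data with known changes and with noise independent between probe sets, unlike the real arrays. There 5.26%, 9.6% and 9.98% of the calls in the pairwise comparisons and 9.94% in the interaction were of unchanged genes. On simulated lists of randomly drawn probe sets with independent noise, camera called 10 of 10 that were shifted and 1 of 40 that were not. These lists cannot show how often camera wrongly calls a list whose genes vary together. Of the 45 calls on the real lists, 0 hold with an estimated correlation.

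Alternatives were the fit of 20 arrays, the arrays of the compared groups alone, the block, array weights, a further quantile normalization, arrays centred on their medians, limma's trend and robust options, a filter on dim probe sets, probe sets with a single symbol alone, a threshold of 0.05, adjustment over the comparisons together, a log2 fold change of at least 0.5, lists without the genes the study chose, an estimated correlation within each list, the authors' own tables of called probe sets, and each array left out in turn. After the data had been seen, probe sets with identical values counted once and the mean of the embryo markers as a covariate were added. The qPCR, reporter, lifespan, mouse and cell experiments of the paper were not analysed here.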

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

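The tests of a varying embryo content, with the replicate number or without it, and of exchanged labels were chosen only after the result was seen, and the other tests were planned.

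*pgp-1* (2.74), *clec-169* (2.22), *C40H1.8* (2.05) and *ZK742.3* (2.04) rose with curcumin in wild-type, and the paper does not report them. Of 170 cuticle collagen genes, limma called 0 with a different effect of curcumin between the strains. Camera called the list with 19 arrays but not with 20, at a median difference of 0.0754, then 0.0299 (adjusted p = 0.00614, then 0.206, and adjusted p = 0.683 with an estimated correlation). This call ended without wild-type DMSO replicate 4 (0.105) or wild-type curcumin replicate 5 (0.166). For cadherin genes the median difference was 0.114 (camera, adjusted p = 0.0485, then 0.0303, and adjusted p = 0.7 with an estimated correlation). That call ended without wild-type DMSO replicate 1 (0.233) or 5 (0.268), wild-type curcumin replicate 3 (0.249) or 4 (0.167), *ahr-1(ju145)* DMSO replicate 2 (0.177) or *ahr-1(ju145)* curcumin replicate 1 (0.177).

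Some arrays stood apart within their group by Dixon's ratio of the gap to the range, in 18 of 384 groups of values, where chance gives about 1 in 20. For *ahr-1(ju145)* DMSO the ratio was 0.718 for the mean absolute difference of replicate 5, 0.786 for the cuticle collagen genes of replicate 4, 0.816 for *ahr-1* in replicate 2, 0.8 for *T19C9.8* in replicate 1 and 0.821 for *oac-14* in replicate 4. For wild-type curcumin it was 0.767 for the ABC transporter genes of replicate 5, 0.79 for the lysozyme genes of replicate 4 and 0.745 for *cyp-13A8* in replicate 3. For *ahr-1(ju145)* curcumin replicate 2 it was 0.893 for the mean absolute difference, 0.892 for embryo genes, 0.908 for pharynx genes and 0.926 for *C40H1.8*. Replicate 1 of that group had 0.938 for *atf-2* and 0.955 for *oac-14*, replicate 3 had 0.84 for *F55D12.8* and 0.898 for *ugt-57*, and replicate 4 had 0.916 for *gst-4* and 0.882 for *dyf-7*.

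In DMSO-treated *ahr-1(ju145)* 530 probe sets were changed, 146 higher and 384 lower. Of 100 splits of these arrays 1, the real one, gave as many as 530, and the highest other gave 43. The splits counted both directions together, and the lower genes were not tested apart. Embryo markers also lay lower, with a median 0.111 below that of all probe sets (−0.111), and within the groups the lower genes followed the embryo markers over the 19 arrays (correlation 0.863). Freed of the shared replicate number and permuted only among arrays of the same number, this correlation was 0.869 (permutation p = 6e-04), that of the neuron fate genes 0.904 (permutation p = 0.00029) and that of the axon guidance genes 0.719 (permutation p = 0.0101). Leaving out wild-type DMSO replicate 1 lowered the count of both directions to 141, of which 85 were lower. The embryo covariate gave 289, of which 178 were lower. With curcumin in *ahr-1(ju145)* the embryo markers lay further down (−0.218), while the 384 probe sets lay at a median of −0.116 there and at −0.648 between the strains. Since these were picked on low values in DMSO-treated *ahr-1(ju145)*, the −0.648 is enlarged and the −0.116 drawn upwards. With curcumin in wild-type both fell, the embryo markers by 0.105 and the 384 by 0.32, against the same wild-type DMSO arrays. Oocyte markers were not lower between the strains (0.0358). How much of the fall comes from the embryos in the pools therefore stays open.

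Less power in *ahr-1(ju145)* was considered for the 31 probe sets that passed with curcumin in wild-type alone. For 42 picked anew in each split, the change in *ahr-1(ju145)* over that in held-out wild-type arrays was 1.17 (SD 0.474). It was at or above 0.8 in 98 of 100 overlapping splits. So no smaller mean change was seen, but these sets are not the 31, and the ratio does not measure power. Changes of 0.5 were recovered in simulated data at 68% in *ahr-1(ju145)* and 66% in wild-type. The simulated comparison in *ahr-1(ju145)* held more changed genes and gave more calls than that in wild-type, which makes its adjustment more lenient. The real arrays gave fewer calls in *ahr-1(ju145)*, so these shares cannot compare the power of the strains. With 20 arrays 16 probe sets passed against 43, so the gap remained with groups of equal size. Whether less power plays a part with 19 arrays, where *ahr-1(ju145)* has fewer curcumin arrays, stays open. Of 100 regroupings of the curcumin labels, 98 gave as many as the 985 interaction probe sets at an unadjusted p under 0.05, with a highest of 3315. The curcumin effect itself passed this check in *ahr-1(ju145)*, where 1 of 100 splits, the real one, reached 19 and the highest other gave 6. In wild-type 2 of 100 splits reached 42, the other being the real split with DMSO replicate 4 and curcumin replicate 5 exchanged, which gave 494 and points to structure of the samples. An exchange of these labels was tested first on 256 probe sets called in wild-type without both arrays, which gave −0.243 (SD 0.184), the exchanged way. The probe sets called in *ahr-1(ju145)*, chosen afterwards, differ between these arrays the labelled way by a median of 0.528. This is above 0 by more than the SD of the 16 other pairs (0.215) but below all of these (0.634 to 1.36). The embryo markers of these arrays differ by 0.414. The second set argues against an exchange, but the sets disagree, so it is not excluded.

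The fold changes with loss of *ahr-1* and with curcumin share the wild-type DMSO arrays. Simulated data without a change in any group gave a correlation of 0.447 (SD 0.245) against the observed 0.507. With the arrays divided, the correlation reached −0.114 at its lowest and 0.234 at its highest, so a common effect can neither be excluded nor shown. Against the 4 probe sets changed the same way, independent comparisons would give 0.194 higher and 0.0393 lower. These comparisons are not independent, since they share controls. The simulated data gave 0, but they held no change in any group, so few calls could arise in either comparison. Neither value therefore measures how many of the 4 chance would give. Divided arrays gave a mean of 0.1 and at most 2. What stays open is whether any of these 4 would pass with separate controls.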

How the results depend on the processing

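The embryo covariate and the single counting of identical probe sets were tests chosen only after the data had been seen.

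Single arrays moved many counts, and the cause was not tested. Simulated data had as many arrays, but noise independent between probe sets. There 66% to 68% of changes of 0.5 on the log2 scale were recovered in the pairwise comparisons and 34% in the interaction. Small changes are thus missed more often than large ones, and the real shares can be lower. With 1 array left out, the probe sets changed in DMSO-treated *ahr-1(ju145)* numbered from 141 (without wild-type DMSO replicate 1) to 656 (without wild-type curcumin replicate 5), and those changed by curcumin in wild-type from 15 (without wild-type DMSO replicate 1 or wild-type curcumin replicate 3) to 105 (without wild-type curcumin replicate 5). Those changed by curcumin in *ahr-1(ju145)* numbered from 3 (without *ahr-1(ju145)* curcumin replicate 1 or 3) to 32 (without wild-type curcumin replicate 5), and those changed in both strains from 3 to 20 with the same arrays. Those changed the same way by curcumin and by loss of *ahr-1* numbered from 1 (without wild-type curcumin replicate 3) to 33 (without wild-type curcumin replicate 5). The interaction had 0 without any other array and 1 without wild-type curcumin replicate 5. The correlation of the curcumin effects lay between 0.343 (without wild-type DMSO replicate 1) and 0.496 (without wild-type curcumin replicate 5), and the called list tests between 42 and 57.

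For DMSO-treated *ahr-1(ju145)* against wild-type, the count of 530 was 931 with the replicate number as a block, 242 at an adjusted p under 0.05, 240 with adjustment over the pairwise comparisons together, 326 with a log2 fold change of at least 0.5, 289 with the embryo covariate and 286 in the authors' own tables. Those tables do not hold exactly the values used here, since their log2 fold changes differ by up to 0.223 and their means by up to 1.05 in this comparison. For curcumin in wild-type, the count of 42 was 24 with the wild-type arrays alone and 20 with the embryo covariate. For curcumin in *ahr-1(ju145)*, the count of 19 was 3 with the arrays of that strain alone, 12 with limma's trend and robust options, 5 at an adjusted p under 0.05, 52 with adjustment over the comparisons together, 4 with the embryo covariate and 5 in the authors' own tables. The count of 11 in both strains was 3 with the arrays of each strain alone, 18 without dim probe sets, 5 at an adjusted p under 0.05, 30 with adjustment together and 3 with the embryo covariate. The count of 4 changed the same way by curcumin and by loss of *ahr-1* was 0 with the arrays of the compared groups alone, 2 without dim probe sets, 2 at an adjusted p under 0.05 and 0 with a log2 fold change of at least 0.5. Of the 45 list tests, 0 were called with an estimated correlation, and the cause was not tested.

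By the rule that every correlation be above 0.1, the replicate number did not pair the curcumin arrays. Its correlations were 0.0644 to 0.383 in wild-type (3 of 5 above 0.1) and 0.0575 to 0.258 in *ahr-1(ju145)* (2 of 4), and −0.00323 to 0.326 with all 20 arrays (4 of 5). The means with 19 arrays were 0.247 for equal and −0.0616 for other numbers in wild-type, and 0.127 and −0.0313 in *ahr-1(ju145)*. There 4 of 5 and 4 of 4 arrays matched their own number best, so some pairing is present. With the number as a block, which the rule did not call for, curcumin changed 219 probe sets in wild-type, 67 in *ahr-1(ju145)* and 51 in both. Without it the counts were 42, 19 and 11. The block gave 38 changed the same way as by loss of *ahr-1*, of which 13 were higher and 25 lower.

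Over the named genes and their comparisons, leaving out 1 array kept 6343 results, ended 365 calls, added 33 and moved 99 values. Over the lists it kept 2592, ended 59, added 76 and moved 161. With all 20 arrays 350 named gene results stayed, 4 calls ended and 1 was added. The arrays of the compared groups alone ended 27 calls of named genes, and a further quantile normalization ended 9.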

Differences from the paper's values

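The embryo covariate was the only test here chosen after the result was seen. The paper counts genes, and the counts here are of probe sets, and a count is called near the paper's where the larger is at most 1.5 times the smaller.

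For genes raised by curcumin in both strains, the paper gives 5, and 11 probe sets were raised here. An adjusted p under 0.05 gave 5, and leaving out wild-type DMSO replicate 1 (4) or *ahr-1(ju145)* DMSO replicate 1 (4), 3 (5) or 5 (4) also came near the paper's value, while the other 26 of 31 alternatives set before the data were examined did not.

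For genes changed by curcumin in *ahr-1(ju145)*, the paper has about 5 in Figure 2D, read by eye, and 19 probe sets were changed here. Near the paper's value were an adjusted p under 0.05 (5), the authors' own tables (5) and leaving out wild-type DMSO replicate 1 (5) or *ahr-1(ju145)* DMSO replicate 1 (5), 3 (7) or 5 (4), and the other 26 of 32 alternatives set before the data were examined were not. The embryo covariate gave 4, also near.

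For genes higher in DMSO-treated *ahr-1(ju145)*, the paper has about 80 in Figure 2D, read by eye, and 146 probe sets were higher here. Near the paper's value were the arrays of the compared groups alone (98), probe sets with a single symbol (114), an adjusted p under 0.05 (61), adjustment over the comparisons together (60), a log2 fold change of at least 0.5 (60), and leaving out wild-type DMSO replicate 1 (56), 2 (86), 3 (112) or 5 (93) or *ahr-1(ju145)* DMSO replicate 1 (90), 2 (95), 3 (66) or 5 (83). The authors' own tables (53) and the other alternatives set before the data were examined were not. The embryo covariate gave 111, also near.

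All 21 log2 values compared with those of the paper have the same sign and lie within the larger SD of the compared groups, with a largest difference of 0.0722, that of *ugt-9* with loss of *ahr-1* (the paper's 0.41 against 0.34). In the qPCR of Figure 2B the gene K04H4.2 is higher in *ahr-1(ju145)*, whereas the arrays give −1.68 for *chtb-1*, its present name. Of the 11 genes in that figure, *hbl-1*, *atf-2*, *egl-46* and *dyf-7* (lower) and *F56A4.3* (higher) have the same direction in both. *T20F5.4* and *ptr-4* bear no mark of significance in the figure, and on the arrays they were lower, at −1.66 and −1.60. *clec-209*, *C01B4.6* and *C01B4.7* have no probe set of their own and were not compared. The paper's qPCR has *cyp-13B1* higher with loss of *ahr-1*, whereas on the arrays it was lower and did not pass. It also has *cyp-13A5* raised by curcumin only where *ahr-1* was absent. On the arrays *cyp-13A5* passed in wild-type but not in *ahr-1(ju145)*, and the interaction test did not call it. The paper has *ugt-9* changed in the same direction by loss of *ahr-1*, and here it did not pass without a block (adjusted p = 0.128) but passed with the replicate number as a block (0.0227, range 0.0227 to 0.275 over the alternatives), while *ugt-29* passed in both comparisons. The paper states that most genes changed by curcumin depend on *ahr-1*, and here 41 of the 42 had the same direction in *ahr-1(ju145)* and the interaction test of limma called 0.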

Other observations

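The neighbour test was planned, and no test of this part was chosen only after the result was seen.

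Of 22 transporter genes of the ABC families, 1 was higher and 0 lower with curcumin in either strain, and it was *pgp-1* (adjusted over the list alone, 4 higher and 2 lower in wild-type, 3 and 0 in *ahr-1(ju145)*). The list's median was 0.12 and its mean 0.21 in wild-type, with 16 genes above 0 and 6 below (camera, adjusted p = 0.000955 with 19 arrays, 0.000719 with 20, and adjusted p = 0.403 with an estimated correlation) and its median 0.05 in *ahr-1(ju145)*, with 14 above 0 and 8 below (adjusted p = 0.00745, then 0.0352, and adjusted p = 0.5 with an estimated correlation). C-type lectin genes, many of them of the defence against microbes, had 4 of 247 higher and 0 lower in wild-type with curcumin (15 higher and 2 lower adjusted over the list alone; camera, adjusted p = 0.00706, then 0.00896, and adjusted p = 0.246 with an estimated correlation). In *ahr-1(ju145)* 2 were higher and 0 lower, and camera did not call the list (adjusted p = 0.372, then 0.335). The difference between the strains was not called either (0.278, then 0.253). Genes of the mitochondrial unfolded protein response had medians of 0.07 in wild-type (camera, adjusted p = 0.00366, then 0.00382) and 0.11 in *ahr-1(ju145)* (adjusted p = 0.00333, then 0.0113), each with adjusted p = 0.47 with an estimated correlation. Genes that DAF-16 is known to regulate, of stress resistance and lifespan, lay at a median of −0.09 with curcumin in wild-type (camera, adjusted p = 0.0155, then 0.0165, and adjusted p = 0.303 with an estimated correlation). In *ahr-1(ju145)* their median was −0.05, and camera called them with 20 arrays alone (adjusted p = 0.161, then 0.0303). The difference between the strains was not called (0.742, then 0.941).

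With loss of *ahr-1*, genes of the unfolded protein response of the endoplasmic reticulum lay at a median of −0.11 over 13 genes (camera, adjusted p = 0.00118, then 0.0012, and adjusted p = 0.303 with an estimated correlation). Hedgehog- and patched-related genes, many of them of cuticle and molting, had 5 of 84 lower and 0 higher (camera, adjusted p = 0.00626, then 0.00799, and adjusted p = 0.277 with an estimated correlation), at a median of −0.02 and a mean of −0.13. Body wall muscle markers lay at a median of 0.11 (camera, adjusted p = 0.0358, then 0.0499, and adjusted p = 0.837 with an estimated correlation), a call that ended without wild-type DMSO replicate 1 (0.262) or 5 (0.17) or *ahr-1(ju145)* DMSO replicate 4 (0.512). Camera called no comparison for the vitellogenin, lysozyme, lipase, fatty acid desaturase, cytosolic heat shock, metal response, nuclear hormone receptor, sperm, oocyte and pharynx genes with 19 arrays.

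Among the 20 largest changes between the strains, 3 pairs lay within 100 kb of each other, all of them among *lpr-3*, *lpr-4* and *lpr-5*, which lie within 7.37 kb. Of 10000 random sets, 95 had as many, and the 95th percentile was 2. The test had been planned for variants of the strain background in a few genome regions, and the arrays cannot tell such variants from a shared regulation of neighbouring genes of the same family.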
